# Effects of ADMA on gene expression and metabolism in serum-starved LoVo cells

**DOI:** 10.1038/srep25892

**Published:** 2016-05-16

**Authors:** Ningning Zheng, Ke Wang, Jiaojiao He, Yunping Qiu, Guoxiang Xie, Mingming Su, Wei Jia, Houkai Li

## Abstract

Serum starvation is a typical way for inducing tumor cell apoptosis and stress. Asymmetric dimethylarginine (ADMA) is an endogenous metabolite. Our previous study reveals the plasma ADMA level is elevated in colon cancer patients, which can attenuate serum starvation-induced apoptosis in LoVo cells. In current study, we evaluated the effects of ADMA on gene expression and metabolism in serum-starved LoVo cells with gene microarray and metabolomic approaches. Our results indicated that 96 h serum starvation induced comprehensive alterations at transcriptional level, and most of them were restored by ADMA. The main signaling pathways induced by serum starvation included cancers-related pathways, pathways in cell death, apoptosis, and cell cycle etc. Meanwhile, the metabolomic data showed serum-starved cells were clearly separated with control cells, but not with ADMA-treated cells in PCA model. The identified differential metabolites indicated serum starvation significantly suppressed TCA cycle, altered glucose and fatty acids metabolism, as well as nucleic acids metabolism. However, very few differential metabolites were identified between ADMA and serum-starved cells. In summary, our current results indicated serum starvation profoundly altered the gene expression and metabolism of LoVo cells, whereas ADMA could restore most of the changes at transcriptional level, but not at metabolic level.

Asymmetric dimethylarginine (ADMA) is an endogenous inhibitor of nitric oxide synthase (NOS) derived from methylation of arginine residues in proteins by protein arginine methyltransferases (PRMTs). Elevated levels of ADMA in blood are typically observed in cardiovascular diseases, renal failure, pulmonary and hypertension, in which ADMA is regarded as an independent risk factor for cardiovascular diseases^1^,^2^,^3^. There are two types of PRMTs according to the specific catalytic activity. Type I (PRMT 1, 3, 4, 6 and 8) PRMTs catalyze the formation of ADMA, whereas type II (PRMT 5, 7 and FBXO11) produce symmetric dimethylarginine (SDMA)^4^,^5^. Study indicates that PRMT1 and 6 are significantly upregulated in various tumor tissues, as well as the increased level of their catalyzed product ADMA in blood of cancer patients. Meanwhile, the suppression of PRMT1 and 6 with siRNAs significantly inhibits the growth of bladder cancer cells (SW780 and RT4), and lung cancer cells (A549, LC319 and SBC5)^6^. These results suggest that the elevated ADMA may have biological function on tumor development. In another study, researchers find that the lower baseline levels of serum endothelin-1 and ADMA are correlated with the therapeutic responses to bevacizumab-based chemotherapy in metastatic colorectal cancer patients^7^, suggesting the probable association of ADMA with the responses upon anti-tumor chemotherapy. Recently, we observe that the plasma levels of ADMA in colon cancer patients are significantly higher than healthy subjects. Moreover, we find that ADMA can attenuate serum starvation-induced cell death and apoptosis on a colon cancer cell line LoVo cells, as well as protect LoVo cells from doxorubicin hydrochloride-induced cell death^8^.

Despite the novel findings of elevated ADMA in colon cancer patients, as well as its anti-apoptosis effect in serum-starved LoVo cells, the mechanism underlying protection against serum starvation-induced apoptosis of ADMA in LoVo cells is still of little known so far. In order to understand the global impacts of ADMA on gene expression and metabolism on LoVo cells, we first performed transcriptomic profiling of ADMA in serum-starved LoVo cells using gene expression microarray. Given the observed anti-apoptosis effect of ADMA in LoVo cells induced by serum starvation, then, the expression of genes in cell apoptosis and death pathway was further validated with RT^2^ Profiler PCR Arrays. Meanwhile, an untargeted metabolic profiling was conducted based on GC/TOFMS and LC/TOFMS metabolomic platforms. Our current results indicated that serum starvation could result in comprehensive changes both at transcriptional and metabolic levels, while ADMA treatment significantly restored the transcriptional alterations induced by serum starvation, especially the genes in cell apoptosis and death pathway, but showed minor impacts on LoVo cell metabolism.

## Experimental Section

### Cell culture and treatment

Human colon cancer LoVo cells (CCL-229) from ATCC were cultured in 10 cm dishes at 37 °C in a humidified atmosphere of 5% CO_2_ in 10% FBS DMEM supplemented with 100 U/ml penicillin and 100 mg/ml streptomycin. Cells were cultured in normal culture medium (10% FBS DMEM), serum starvation medium (0% FBS DMEM) and 10 μM ADMA (0% FBS DMEM) for 96 h without addition of any growth factors. Then, the transcriptomic and untargeted metabolic profiling were conducted with the samples of RNA and extraction of cellular metabolites, respectively.

### Gene expression analysis with microarray

Cells were collected and total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA), followed by purification on an RNeasy column (Qiagen, Germantown, MD) and quantified by UV absorption (Nanodrop, Thermo Scientific). RNA quality was evaluated by RNA 6000 Nano LabChip (Agilent Technologies, Santa Clara, CA) on an Agilent 2100 Bioanalyzer. Following quantification, 1 μg of each total RNA sample was amplified, labeled and hybridized according to the standard Affymetrix protocols by Expression Analysis, Inc. (Durham, NC, USA). The platform was used the Affymetrix HG-U133_Plus_2.0 Array. Expression values were calculated using Affymetrix GeneChip analysis software MAS 5.0. CEL files have been deposited to the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo) with the accession number GSE70976.

### Metabolomic analysis

The metabolomic analysis of cellular metabolite extraction was carried out with GC/TOFMS (Pegasus HT system, Leco Corporation) and LC/TOFMS (Agilent Corporation) after the two-step extraction of cellular metabolites with mixed solvent. The cellular metabolite extraction process was described as following: Place the 10 cm dishes containing about 1 × 10^7^ cells/each on ice. Remove the culture medium and wash with 5 ml of ice-cold isotonic saline (0.9% [w/v] NaCl for three times. Add 1 ml of ice-cold 0.9% NaCl and scrape the cells off carefully. Transfer the cells into a 1.5 ml centrifuge tube, and centrifuge at 1000 × g for 2 min at 4 °C. Remove the supernatant and repeat the washing step twice with 0.9% NaCl. Before the metabolites extraction, a 10 μl of cell suspensions were allocated into another tube for protein quantification. The total protein was extracted using the Mammalian Protein Extraction reagent (Thermo Scientific, Rockford, IL, USA), and determined with the Pierce Coomassie Protein Assay Kit (Thermo Scientific) for the subsequent normalization of metabolic data. The harvested cells were added with 350 μl of methanol : chloroform : water (2.5:1:1 [v/v/v]) mixed solvent which has been refrigerated at −20 °C completely. Vortex for 30 s and sonicate for 5 min in ice water. Centrifuge at 13,200 rpm for 15 min at 4 °C. Transfer 175 μl of supernatant to a GC and LC sampling vial respectively for the following GC/TOFMS and LC/TOFMS analysis. The sample residue was extracted with 350 μl of methanol again. Vortex for 30 s, and sonicate for 5 min. Centrifuge at 13,200 rpm for 15 min at 4 °C, and transfer 175 μl of supernatant to the GC and LC sampling vials respectively. Then, each sample was added with internal standards (10 μL heptadecanoic acid at 1 mg/mL and 4-chlorophenylalanine at 0.3 mg/mL). For GC/TOFMS analysis, the metabolite extraction was vacuum dried at room temperature, and the residue was then chemically derivatized with BSTFA, while the LC/TOFMS was performed directly with the solvent extraction. The protocols for GC/TOFMS and LC/TOFMS were described previously^9^,^10^.

### Validation of genes in cell death pathway with RT^2^ Profiler PCR Array

Following the analysis of transcriptomic data, commercial RT^2^ Profiler PCR Arrays were used for quantitation of 84 targeted genes involved in cell death pathway (Cat no. PAHS-212Z, QIAGEN, Germany) in LoVo cells treated with or without 10 μM ADMA for 48 and 96 h, which are independently different with those used for transcriptomic profiling. Briefly, the total RNA was extracted with RNeasy Mini Kit (Cat no. 74104, QIAGEN, Germany) and 1 μg of total RNA was subjected to first strand cDNA synthesis with RT^2^ HT First Strand Kit (Cat no. 330411, QIAGEN, Germany) according to the manufacturer’s instructions. The synthesized cDNA samples were analyzed with RT^2^ Profiler PCR Arrays in triplicate on ABI7500 system (ABI).

### Data analysis

The data analysis of both GC/TOFMS and LC/TOFMS were described in our previous publications^11^,^12^. First of all, the generated GC/TOFMS data were normalized to internal standard and the total protein of each sample. Then, the normalized GC/TOFMS data were analyzed in the SIMCA-p 11.0 Software package (Umetrics, Umeå, Sweden). The unsupervised multivariate statistic, principal component analysis (PCA) was first used to compare the metabolic profiles between groups. Differential variables were then selected with the criteria of variable importance in the projection (VIP > 1) in the partial least-squares-discriminant analysis (PLS-DA) model and p < 0.05 in a Student’s t-test. Compound identification was performed by comparing the mass fragments of interesting variables with NIST 05 standard mass spectral databases in NIST MS search 2.0 (NIST, Gaithersburg, MD) software at a similarity score of greater than 70%. The LC/TOFMS data were analyzed with MassHunter Qualitative Analysis Program (vB.03.01) (Agilent), and the XCMS package (v1.24.1) (http://metlin.scripps.edu), which runs in the statistical package R (v.2.12.1) (http://www.r-project.org), to pick, align, and quantify features (chromatographic events corresponding to specific m/z values and rention times). The generated raw data were normalized to internal standard and total protein of each sample for further analysis. Metabolite annotation was performed by comparing the accurate mass (m/z) and retention time (Rt) of reference standards in our in-house library and the accurate mass of compounds obtained from the web-based resources such as the Human Metabolome Database (http://www.hmdb.ca/) and The METLIN Metabolite Database (http://metlin.scripps.edu/).

For the microarray data analysis, only those probes with “perfect value” present in >2 samples (60%) in each group were applied in further analysis. To visualize the general differences of gene expression among groups, an unsupervised PCA was performed by using the entire gene expression dataset, in which all the probes have been filtered with R version 3.0.1. The significance analysis of microarrays (SAM) method was used for evaluation of changes in gene expression at the false discovery rate (FDR) < 0.01 and cutoff of 1.2-fold changes^13^. Gene Ontology (GO) enrichment analysis of the differentially expressed genes was performed using the database for annotation, visualization, and integrated discovery (DAVID) (http://david.abcc.ncifcrf.gov/)^14^. To identify significant enrichment of GO terms, the expression analysis systematic explorer (EASE) score threshold in DAVID was set at ≥1.3 (p < 0.05). Meanwhile, to provide a functional outline for function interpretation, regulated gene pathways were explored by using Kyoto Encyclopedia of Genes and Genomes (KEGG) online database (http://www.genome.jp/kegg/) by DAVID^15^. Hierarchical clustered heat maps were produced with Cluster 3.0 and TreeView software (M. B. Eisen Laboratory, Stanford University, Stanford, CA).

## Results

### Serum starvation resulted in global transcriptional alteration on LoVo cells

Previously, our results indicate that 96 h serum starvation significantly reduces cell viability and increases cell apoptosis in LoVo cells^8^. 

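LoVo is a human cell line from a colorectal adenocarcinoma, and asymmetric dimethylarginine (ADMA) is a methylated arginine that inhibits the nitric oxide synthases. Gene expression was measured on Affymetrix HG-U133 Plus 2.0 arrays in 3 cultures of control cells kept in 10% serum (C), 3 cultures of serum-starved cells (SS) and 4 cultures of serum-starved cells treated with 10 μM ADMA, each harvested after 96 h and hybridized to its own array. The authors summarized each of the 54675 probe sets into a signal with MAS 5.0 and scaled each array. The deposited intensities are on a linear scale, and their trimmed mean, without the highest and lowest 2%, was 500.1 on each of the 10 arrays. The median signal still differed between the groups, at 60.6 to 73.1 in control cells, 87.4 to 90.6 in serum-starved cells and 91.8 to 98.1 in ADMA-treated cells. The array's control probe sets for 28S ribosomal RNA gave signals of 495 to 600 in control cells, 1564 to 2464 in serum-starved cells and 991 to 1341 in ADMA-treated cells. The ratios of the 3' to the 5' control probe sets of GAPDH, a measure of RNA integrity, lay between 0.855 and 0.974 on all 10 arrays. Those of ACTB lay between 1.13 and 1.23 in serum-starved cells, above the 1.01 to 1.08 of control cells and the 1.02 to 1.05 of ADMA-treated cells. Markers of other cell types were mostly dim: 4 of 12 fibroblast, 2 of 10 endothelial, 3 of 10 leukocyte and 1 of 7 erythroid and serum protein genes with a probe set in use passed the filter on low signal. Among them LYZ, which encodes lysozyme, LUM, which encodes lumican, and VIM, which encodes vimentin, were higher in serum-starved cells than in control cells, with log2 differences of 3.05 (standard error 0.16), 1.47 (standard error 0.24) and 1.30 (standard error 0.09); on 1 of the 3 control arrays LUM lay under the background level of the array. Here the signals were taken to the log2 scale with no further normalization between arrays, each gene was represented by its probe set with the highest mean, and genes whose mean signal reached 76.2, the median of all probe sets, were tested, which left 12344 of 19775 genes. Groups were compared with limma over all 10 arrays, and a gene is said below to have risen, fallen or changed where its Benjamini-Hochberg adjusted p was under 0.01 and its fold was at least 1.2. Gene lists written before the data were examined were tested with limma's camera at a preset correlation of 0.01 and an adjusted p under 0.05, and the p with an estimated correlation is given wherever that call was lost. The number of arrays, 3 or 4 per group, limits the precision of every value.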

To further understand the globally transcriptional impacts of serum starvation on LoVo cells, we first performed transcriptomic profiling with all the detected genes in control and 96 h serum-starved cells. An unsupervised PCA model was constructed which showed a distinct separation between control and serum-starved cells (Fig. 1A), suggesting the dramatic transcriptional impacts of serum starvation on LoVo cells.

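MALAT1, a long non-coding RNA of the nucleus, had a mean log2 signal of 7.86 ± 0.07 (SD, n = 3) in control cells and 12.82 ± 0.03 (SD, n = 3) in serum-starved cells. ID3, an inhibitor of differentiation that blocks basic helix-loop-helix transcription factors, went the other way, from 12.12 ± 0.12 (SD, n = 3) to 7.73 ± 0.25 (SD, n = 3). CCNB1, the cyclin that drives entry into mitosis, had 13.42 ± 0.01 (SD, n = 3) in control cells and 10.46 ± 0.06 (SD, n = 3) in serum-starved cells. Over the 12344 genes, the first principal component of the log2 signals carried 67.4% of the variance and the second 13.6%. Control cells lay between -62.8 and -59.9 on the first component and serum-starved cells between 38.5 and 41.1. The centroids of the 2 groups were 102.8 apart, against a median distance of 37.7 between arrays of the same group. No other split of the 6 arrays parted them further, which is p = 0.1 in an exact two-sided permutation test, the smallest value that 3 arrays against 3 allow.

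**Figure D1:**
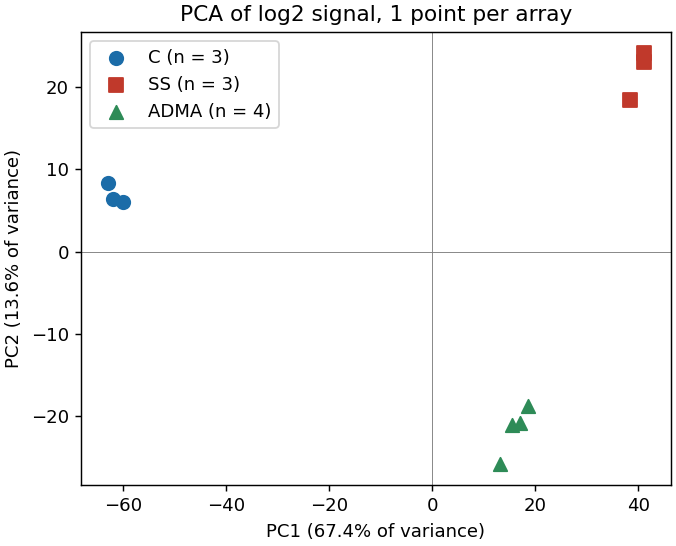
Scores of the 10 arrays on the first (horizontal) and second (vertical) principal component of the log2 signals, in score units, with 1 point per array: circles for control cells (C), squares for serum-starved cells (SS) and triangles for ADMA-treated cells. Control cells sit between -62.8 and -59.9 on the horizontal axis and serum-starved cells between 38.5 and 41.1.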

Moreover, the microarray results showed there were 1769 and 1503 genes were significantly up- and down-regulated respectively by serum starvation (Fig. 1B). 

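In serum-starved cells the chemokine CXCL8, which attracts neutrophils, rose over control cells by a log2 difference of 4.66 (standard error 0.26, adjusted p = 9.68e-10). The calpain protease CAPN8 rose by 5.25 (standard error 0.11), MALAT1 by 4.96 (standard error 0.06), the drug-metabolizing enzyme CYP3A5 by 4.66 (standard error 0.08) and the epithelial keratin KRT80 by 4.64 (standard error 0.18). The chemokine PPBP and the cornified envelope protein SPRR1B were dim in control cells, so that only bounds can be given. They were at least 12.8-fold and 6.33-fold higher in serum-starved cells. Their adjusted p from limma was 1.01e-07 and 2.38e-07 as deposited. With signals under the background level taken at that level it was 6.00e-09 and 2.46e-07. Among the falls, the troponin TNNC1 was at least 27.6-fold lower in serum-starved cells (adjusted p = 3.54e-09 as deposited, and 1.38e-10 with signals so taken). The tight junction protein CLDN11 fell, at a log2 difference of -5.22 (standard error 0.25, adjusted p = 1.6e-10). On 2 of the 3 serum-starved arrays CLDN11 lay under the background level. With such signals taken at that level its difference was -4.94. TDO2, which degrades tryptophan, fell, at a log2 difference of -4.75 (standard error 0.18), ID3 at -4.39 (standard error 0.13) and DDC, the aromatic amino acid decarboxylase, at -4.12 (standard error 0.14). PCP4, which binds calmodulin, had a log2 difference of -3.72 (standard error 0.15). CYP26A1, which degrades retinoic acid, and the potassium channel KCNT2 had -3.97 (standard error 0.39) and -3.59 (standard error 0.24). Both lay under the background level on 1 of the 3 serum-starved arrays. With such signals taken at that level their differences were -3.50 and -3.45. The genes named in this paragraph had the largest differences as deposited among those whose values did not overlap between the groups. A further rise belongs to the symbol of a host transcript and is left out. The background level, at which the bounds take the dim group, is the 95th percentile of the array's Bacillus control probe sets, chosen after seeing the data. Of the 12344 genes tested, 3738 rose and 3372 fell. Quantile normalization gave 3364 and 3533, while centring each array on its median gave 2013 and 5184 and lowered every log2 difference by 0.39, taking the median of all tested genes from 0.07 to -0.32; the genes named here kept their direction and their call with both.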

To obtain insight into the broader functional roles of these serum starvation-regulated genes, we performed their enrichment in GO terms associated with biological processes. The Top 5 enriched GO terms within up- and down-regulated genes were present in order of DAVID Enrichment score (Fig. 2, see complete enriched GO terms in Supplementary Table S1). These results highlighted functional involvement of serum starvation-associated genes in cell death and viability (*death*, *regulation of programmed cell death*, *regulation of cell migration*), cellular metabolic process (phosphate metabolic process, *positive regulation of RNA metabolic process*, *RNA processing*, *DNA metabolic process*, *ribonucleoprotein complex biogenesis*, and cellular macromolecular complex subunit organization), and cell cycle (*M phase*). In addition, to better understand higher-order functional association, we examined gene enrichment in KEGG pathway. 

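Genes of mitosis fell together in serum-starved cells: 60 of 61 fell and none rose, with a median log2 difference of -1.74 (camera, adjusted p = 3.55e-25). BIRC5, the survivin protein of the chromosomal passenger complex, fell, at a log2 difference of -3.03 (standard error 0.07, adjusted p = 2.22e-13), SPC25, a part of the kinetochore, at -2.99 (standard error 0.09) and CCNB1 at -2.95 (standard error 0.06). Of 45 genes of ribosome biogenesis 38 fell and none rose (adjusted p = 4.43e-11), among them MRTO4 at -2.01 (standard error 0.11) and NOP16 at -1.39 (standard error 0.11). Adjusted over the list alone, 39 of the ribosome biogenesis genes fell, and the count for mitosis was the same as over all genes. Of 24 genes for laminins, integrins and focal adhesion, 19 rose and 1 fell, which passed camera (adjusted p = 0.000114) but not with an estimated correlation (adjusted p = 0.0607). LAMB3, a chain of an epithelial laminin, rose by 3.01 (standard error 0.08, adjusted p = 7.84e-13), and the integrin subunits ITGA2 and ITGB4 by 2.87 (standard error 0.08) and 2.66 (standard error 0.13). Pro-apoptotic genes went both ways, with 7 of 30 higher, 10 lower and 13 that did not pass the test (camera, adjusted p = 0.914). Their median log2 difference of 0.03 and the direction of camera differ in sign, and the median was -0.36 with arrays centred on their medians. The death receptor TNFRSF10B rose by 1.41 (standard error 0.08) and PMAIP1, a BH3-only protein, by 1.33 (standard error 0.06). Of 14 anti-apoptotic genes 8 rose and 4 fell (camera, adjusted p = 0.13), with rises of 2.33 (standard error 0.09) in the decoy receptor TNFRSF10D and 1.84 (standard error 0.07) in BCL2L2 and a log2 difference of -1.13 (standard error 0.12) in BCL2, which fell. For laminins and both groups of apoptosis genes the counts adjusted over the list alone were the same. The signal for 28S ribosomal RNA given with the arrays and the 3' to 5' ratio of ACTB were higher in serum-starved cells than in control cells beside these changes.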

With the pathway enrichment analysis, 11 pathways were enriched, which included the *cell cycle pathway*, *p53 signaling pathway*, regulation of transcription (*DNA replication*, *spliceosome*, *base excision repair*, *nucleotide excision repair*, *mismatch repair*), and pathways involved in nucleic acid metabolism (*pyrimidine metabolism*, *pyrimidine metabolism*, *glutathione metabolism*, *purine metabolism*, *RNA degradation*) (Table 1). 

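In serum-starved cells 43 of 46 DNA replication genes fell and none rose, with a median log2 difference of -1.58 (camera, adjusted p = 2.29e-17). The GINS subunit GINS2 fell, at a log2 difference of -2.71 (standard error 0.08, adjusted p = 1.64e-12), MCM7, a subunit of the replicative helicase, at -2.69 (standard error 0.06) and ORC1, of the origin recognition complex, at -2.56 (standard error 0.14). Regulators of the G1/S transition were split, 19 of 28 lower and 7 higher (adjusted p = 0.00105, and 0.0541 with an estimated correlation), with log2 differences of -3.08 (standard error 0.17) in the transcription factor MYBL2 and -2.85 (standard error 0.09) in UHRF1, which maintains DNA methylation. Spliceosome genes were lower in 44 of 56 cases and higher in 4 (adjusted p = 1.49e-09, and 0.0587 with an estimated correlation), SNRNP40 among the former at -1.90 (standard error 0.09). Enzymes that make nucleotides fell: 11 of 14 genes of pyrimidine synthesis were lower and none higher, and 13 of 16 of purine synthesis were lower and 1 higher. Both passed camera (adjusted p = 5.86e-05 and 5.05e-06) and neither did with an estimated correlation (adjusted p = 0.0607 and 0.13). RRM1, the large subunit of ribonucleotide reductase, fell, at a log2 difference of -1.93 (standard error 0.08), the thymidine kinase TK1 at -1.74 (standard error 0.12) and PRPS2, which makes phosphoribosyl pyrophosphate, at -1.95 (standard error 0.06). Of 28 genes of glutathione metabolism 22 fell and 1 rose (adjusted p = 1.12e-05, and 0.102 with an estimated correlation), the glutathione transferase GSTM4 at -2.52 (standard error 0.15). In base excision repair 10 of 19 genes fell and 2 rose (adjusted p = 0.0174, and 0.11 with an estimated correlation), with UNG, which removes uracil from DNA, lower at -2.52 (standard error 0.10). Nucleotide excision repair had 8 higher and 8 lower of 23 (camera, adjusted p = 0.772; its median and mean differ in sign), mismatch repair 2 higher and 3 lower of 5 (adjusted p = 0.334), and RNA degradation 8 higher and 17 lower of 37 (adjusted p = 0.189). DDB2, which recognizes ultraviolet damage, rose by 1.10 (standard error 0.11), the exonuclease EXO1 of mismatch repair fell, at a log2 difference of -2.29 (standard error 0.14), and the exosome subunit EXOSC5 fell, at a log2 difference of -1.99 (standard error 0.12). For each of these groups the counts adjusted over the list alone were the same.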

Altogether, the gene expression profiling indicated that serum starvation induced comprehensive transcriptional alterations on LoVo cells, which are mainly involved in cell cycle, apoptosis, nucleic acids metabolism and p53 signaling pathways.

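Targets of p53, a transcription factor activated by DNA damage, rose in serum-starved cells, 32 of 41 higher and 2 lower, with a median log2 difference of 0.99, or 0.60 with arrays centred on their medians (camera, adjusted p = 4.74e-08). The cyclin-dependent kinase inhibitor CDKN1A rose by 1.80 (standard error 0.08, adjusted p = 1.11e-10), the stress protein SESN1 by 1.38 (standard error 0.07) and IGFBP3, which binds insulin-like growth factors, by 2.32 (standard error 0.16). Among genes of EGFR ligands and MAPK feedback 26 of 36 rose and 3 fell (adjusted p = 1.34e-06); the receptor EGFR itself rose by 2.59 (standard error 0.06) and PHLDA1 by 2.81 (standard error 0.06). Genes of the unfolded protein response were higher in 19 of 31 cases and lower in 5 (adjusted p = 0.0104, and 0.133 with an estimated correlation), a call also lost with the mean of probe sets, led by the sensor kinase ERN1 at 3.55 (standard error 0.09). Adjusted over the list alone, 27 genes of EGFR ligands and MAPK feedback rose, and the other counts were the same. Over the 48 lists with at least 5 tested genes, 13 moved up and 16 down past camera, and 9 of these 29 held with an estimated correlation. From the enriched processes and pathways of the regulated genes, the paper concludes that serum starvation altered expression broadly, with cell cycle, apoptosis, nucleic acid metabolism and p53 signaling as the main pathways.

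**Figure D2:**
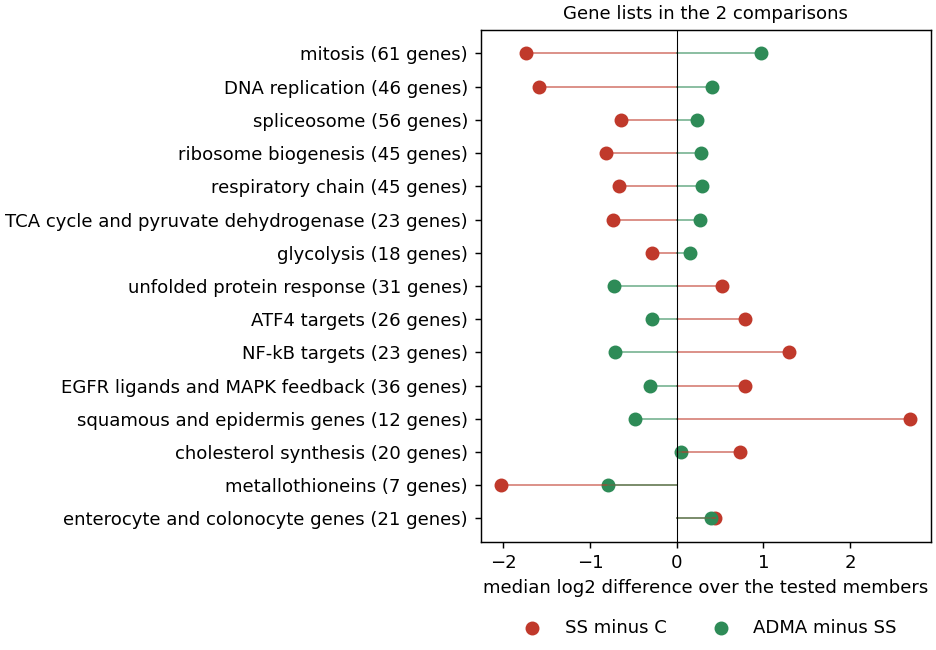
Median log2 difference over the tested members of 15 gene lists, serum-starved minus control cells (SS minus C, red) and ADMA-treated minus serum-starved cells (ADMA minus SS, green), with the number of tested genes in brackets and a line from 0 to each median. The median for mitosis lies at -1.74 and 0.98; the ADMA minus SS medians of glycolysis and cholesterol synthesis change sign with quantile normalization, and that of cholesterol synthesis also with arrays centred on their medians.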

### ADMA attenuated serum starvation-induced transcriptional alteration

In our previous report, we demonstrate that 10 μM ADMA treatment attenuates serum starvation-induced cell viability reduction and apoptosis on LoVo cells^8^. To test whether ADMA treatment could attenuate the serum starvation-induced transcriptional changes on LoVo cells, the LoVo cells were treated with 10 μM ADMA simultaneously in serum-starved medium for consecutive 96 h. 

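ID1, a relative of ID3, had a mean log2 signal of 12.22 ± 0.06 (SD, n = 3) in control cells, 11.05 ± 0.10 (SD, n = 3) in serum-starved cells and 13.46 ± 0.07 (SD, n = 4) in ADMA-treated cells, above both other groups. GPA33, a surface antigen of intestinal epithelium, was likewise highest with ADMA, at 12.15 ± 0.04 (SD, n = 4) against 11.08 ± 0.12 (SD, n = 3) in control and 10.35 ± 0.14 (SD, n = 3) in serum-starved cells. The metallothionein MT1X, which binds zinc and copper, was lowest with ADMA, at 10.81 ± 0.21 (SD, n = 4) against 13.76 ± 0.04 (SD, n = 3) and 11.88 ± 0.09 (SD, n = 3). On the first principal component the 4 arrays of ADMA-treated cells lay between 13.2 and 18.6, nearer to serum-starved than to control cells, and on the second between -25.8 and -18.8, outside the range of 6.04 to 24.2 of the 6 other arrays. Their centroid was 49.8 from that of serum-starved cells and 82.7 from that of control cells. Each distance was the largest of the 35 splits of its 7 arrays, p = 0.0286 in a two-sided exact permutation test and the smallest value possible. Over the 3 groups together, 80.8% of the variance lay between groups (exact permutation test, p = 0.000476, the smallest that 4200 relabellings give). Compared with control cells, 3284 genes were higher and 2859 lower with ADMA, against 2869 and 3050 with quantile normalization and 1209 and 6101 with arrays centred on their medians.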

First of all, the PCA model of global transcriptional profiling showed that the gene expression pattern of ADMA-treated cells was clearly separated from both control and serum-starved cells (Fig. 1A), suggesting the unique gene expression pattern of ADMA-treated cells. To further characterize the transcriptional impacts of ADMA on serum-starved cells, we compared the gene microarray data from ADMA and serum-starved groups directly. There were 163 and 167 up- and down-regulated genes between ADMA-treated and serum-starved cells (Fig. 1B; Supplementary Table S2 and Figure S1). 

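FABP1, the fatty acid-binding protein of liver and intestine, rose with ADMA by a log2 difference of 4.12 (standard error 0.09, adjusted p = 2.18e-12) from serum-starved cells, from 8.78 ± 0.10 (SD, n = 3) to 12.90 ± 0.09 (SD, n = 4). KRT20, a keratin of differentiated intestinal cells, rose by 2.50 (standard error 0.10), ID3 by 3.08 (standard error 0.12), ST6GALNAC1, a sialyltransferase for mucin glycans, by 3.03 (standard error 0.19), and CLDN11 by 2.62 (standard error 0.23). The cation channel TRPA1 rose by 3.23 (standard error 0.51, adjusted p = 0.000146). Of the 3 serum-starved arrays, CLDN11 lay under the background level on 2, and TRPA1 and ST6GALNAC1 on 1; with such signals taken at that level the differences were 2.34, 2.55 and 2.93. TNNC1 and the long non-coding RNA LINC00261 were dim in serum-starved cells and were at least 5.32-fold and 3.21-fold higher with ADMA. Their adjusted p from limma was 1.65e-06 and 7.15e-07 as deposited. With signals under the background level taken at that level it was 8.61e-07 and 6.93e-05. Among the falls were CXCL8 at -2.75 (standard error 0.25, adjusted p = 8.75e-07), CCN2, a matricellular growth factor, at -2.72 (standard error 0.38), the cytokine TNFSF15 at -2.41 (standard error 0.12), the interferon-induced TRIM22 at -2.30 (standard error 0.29), ERN1 at -1.92 (standard error 0.08) and C17orf67 at -1.90 (standard error 0.15). APLP1 (-2.10) and the adhesion protein NECTIN4 (-1.90) were also called lower, but lost the call with limma without the trend and without 1 of the arrays (SS replicate 1, 2 or 3 or ADMA replicate 2 for APLP1, ADMA replicate 3 for NECTIN4). APLP1 was under the background level on 2 of the 4 ADMA arrays (-1.51 with these at that level), and CCN2 and NECTIN4 on 1 (-2.59 and -1.77). Of the 12344 genes tested, 1935 rose and 1704 fell; quantile normalization gave 1870 and 1730, and centring each array on its median, which lowered every log2 difference by 0.12, 901 and 2093. At a fold of at least 2, 231 rose and 157 fell. Of the 330 probe sets in the paper's Table S2, which was drawn from these same arrays, 326 were called in the same direction at the probe set level.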

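With ADMA the cyclin-dependent kinase inhibitor CDKN1A had a mean log2 signal of 11.55 ± 0.09 (SD, n = 4), between 10.90 ± 0.13 (SD, n = 3) in control and 12.71 ± 0.13 (SD, n = 3) in serum-starved cells. BIRC5 lay between as well, at 10.93 ± 0.09 (SD, n = 4) against 12.44 ± 0.01 (SD, n = 3) and 9.41 ± 0.01 (SD, n = 3). Of the change in serum starvation, 64% was undone with ADMA for CDKN1A, 50.1% for BIRC5, 59.1% for CXCL8, 99.3% for the phosphatase DUSP1 and 14.3% for MALAT1. The call of DUSP1 with ADMA was lost with the mean of its probe sets. CEACAM1, an adhesion protein of epithelial cells, rose in serum-starved cells by 3.56 (standard error 0.10) and had a log2 difference of 0.10 (standard error 0.09, adjusted p = 0.429) between ADMA-treated and serum-starved cells, which changes sign with arrays centred on their medians. Of the 3639 genes called between ADMA-treated and serum-starved cells, 2431 (66.8%) had their ADMA mean between those of control and serum-starved cells, 807 lay past the control level and 401 beyond the level in serum-starved cells. Both comparisons use the serum-starved arrays, and unchanged groups simulated against them gave 45.4% (43.9 to 47.7% in 100 simulations) for as many top genes. In these simulations 0.04 genes were called on average, so their top genes do not match the called genes in size of change. Shuffling the ADMA differences across the called genes, which keeps their size but not the sharing of arrays, gave 32.9% (30.8 to 35.4% in 1000 shuffles). Centring each array on its median gave 48.1%, against 44.8% (43.2 to 46.7%) in simulations from centred arrays, which again were of unchanged groups. Of the genes that rose in serum starvation 1346 fell with ADMA, where independent lists would share 516, and of those that fell 1480 rose, where independent lists would share 529; 117 rose and 59 fell in both comparisons. The covariance of the log2 differences was -0.25, against -0.02 in the simulations; the serum-starved arrays are too few to be split, so part of the excess in the overlaps may come from sharing them. Over the genes changed by serum starvation, the median percent undone was 31.9, with 28.4 to 35.9 in single ADMA arrays (SD 3.15, n = 4), against 0.886 in simulations in which ADMA did nothing, and 18.4 with arrays centred on their medians, against 1.20 in simulations from those.

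**Figure D3:**
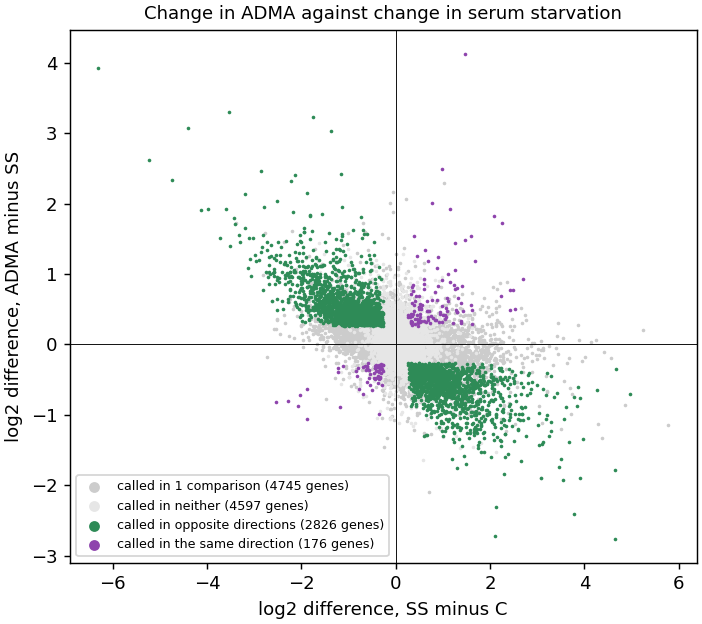
Log2 difference between ADMA-treated and serum-starved cells (vertical) against that between serum-starved and control cells (horizontal), with 1 point per tested gene. Green points are the 2826 genes called in opposite directions, purple points the 176 called in the same direction, mid-grey points the 4745 called in 1 comparison and pale grey points the 4597 called in neither.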

Interestingly, the expression levels of most ADMA-regulated genes were between control and serum-starved groups, suggesting that the ADMA treatment could attenuate the effect of serum starvation (Figure S1). Gene-enrichment analyses identified several distinct processes that were significantly associated with the up- and down-regulated genes (Fig. 2). For genes down-regulated, the associated enriched GO terms included apoptosis (*regulation of apoptosis*, *positive regulation of anti-apoptosis*), cellular development (*epidermis development*, *developmental growth*, *regulation of smooth muscle cell proliferation*), and signaling pathway (*enzyme linked receptor protein signaling pathway*), whereas the up-regulated genes included regulation of transcription (*nuclear division*, *regulation of mitotic cell cycle*, *DNA replication*, *DNA-dependent DNA replication*, *chromosome segregation*, *DNA packaging*, *DNA metabolic process*) and signaling pathway (*phosphoinositide-mediated signaling*). 

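Genes of mitosis rose with ADMA in 56 of 61 cases and none fell, with a median log2 difference of 0.98 from serum-starved cells (camera, adjusted p = 1.46e-29). The spindle checkpoint kinase BUB1B rose by 1.45 (standard error 0.06, adjusted p = 1.37e-09), the kinetochore protein CENPF by 1.46 (standard error 0.10) and BIRC5 by 1.52 (standard error 0.06). DNA replication genes rose in 28 of 46 cases and none fell (adjusted p = 1.83e-09), MCM2 by 1.26 (standard error 0.07) and MCM3 by 1.03 (standard error 0.06). Targets of p53 fell, 29 of 41 lower and 1 higher (adjusted p = 1.33e-12), with -1.52 (standard error 0.08) for the kinase PLK2 and -1.34 (standard error 0.12) for SPATA18, which acts in mitochondrial quality control. In the unfolded protein response 24 of 31 genes fell and none rose (adjusted p = 2.95e-14), the chaperone cofactor DNAJB9 at -1.52 (standard error 0.06) and the coat protein SEC24D at -1.62 (standard error 0.16). Regulators of the G1/S transition had 12 higher and 7 lower of 28 (camera, adjusted p = 0.0686). Pro-apoptotic genes had 5 higher and 5 lower of 30 (camera, adjusted p = 0.22), and anti-apoptotic genes 2 higher and 6 lower of 14 (adjusted p = 0.0806). The death receptor FAS fell, at a log2 difference of -0.71 (standard error 0.07) and the decoy receptor TNFRSF10D at -1.16 (standard error 0.08), while BCL2 rose by 1.02 (standard error 0.11). Squamous and epidermis genes were lower in 5 of 12 cases and higher in 1 (adjusted p = 0.0175, and 0.109 with an estimated correlation), KRT80 at -1.79 (standard error 0.17) and ECM1, of the extracellular matrix, at -1.34 (standard error 0.19), with KRT13, a keratin of internal epithelia, higher by 2.00 (standard error 0.16). That call was also lost without SS replicate 1 or SS replicate 2 and with no filter on low signal, and the calls of BCL2 and DUSP1 with the mean of their probe sets. EGFR ligands and MAPK feedback genes were lower in 16 of 36 cases and higher in 5 (adjusted p = 0.000329, and 0.0816 with an estimated correlation); DUSP1 fell, at a log2 difference of -1.34 (standard error 0.09) and the ligand EREG at -1.28 (standard error 0.09). Adjusted over the list alone, 30 DNA replication genes rose and 1 fell, 25 genes of the unfolded protein response fell and 6 of EGFR ligands and MAPK feedback rose, with no other change. The signal for 28S ribosomal RNA given with the arrays and the 3' to 5' ratio of ACTB were lower with ADMA than in serum-starved cells beside these changes. Of the markers of other cell types, LYZ fell with ADMA, at a log2 difference of -1.43 (standard error 0.15) and LUM at -0.90 (standard error 0.22), while VIM rose by 0.46 (standard error 0.09). The call of LUM was lost without SS replicate 1, SS replicate 2 or ADMA replicate 4, with no filter and with the replicate number as a block. That of VIM was lost with arrays centred on their medians and with the mean of its probe sets. From the position of most ADMA-regulated genes between control and serum-starved cells, the paper proposes that ADMA could attenuate the effect of serum starvation.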

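The epidermal growth factor receptor EGFR, higher in serum-starved than in control cells, fell with ADMA, at a log2 difference of -1.05 (standard error 0.06, adjusted p = 1.46e-08); this call was lost with the mean of its probe sets, at -0.18. Of the genes shown in Fig. 3, 28 were tested here, of which 11 rose and 15 fell in serum-starved cells, and 17 rose and 11 fell with ADMA. The call turned around in 26 of the 28; the other 2, MYLK, the myosin light chain kinase, at 1.57 (standard error 0.12), and the decoy receptor IL1R2, at 1.04 (standard error 0.07), rose only in the comparison with ADMA. The authors chose these genes on the same arrays, so their counts, which were the same when adjusted over the list alone, are not independent evidence of a direction. The cyclins CCNB1 and CCNE2, both lower in serum-starved than in control cells, rose with ADMA, CCNB1 by 1.19 (standard error 0.05) and CCNE2 by 1.10 (standard error 0.09), as did CDC20, which activates the anaphase-promoting complex, by 1.20 (standard error 0.09) and the ligand WNT5A, under the background level on 1 of the 3 serum-starved arrays, by 1.62 (standard error 0.23). CDKN1A fell with ADMA, at a log2 difference of -1.16 (standard error 0.08), IGFBP3 at -1.26 (standard error 0.15), SESN1 at -1.18 (standard error 0.07), the growth factor VEGFA at -0.88 (standard error 0.07), the stress-induced factor DDIT3 at -1.21 (standard error 0.11) and the transcription factor FOXO1, whose call was lost with the mean of its probe sets, at -1.01 (standard error 0.08). Genes for laminins, integrins and focal adhesion had 7 lower and 2 higher of 24 with ADMA (camera, adjusted p = 0.0281, and 0.219 with an estimated correlation), LAMB3 among the former at -1.15 (standard error 0.08); the call was also lost without SS replicate 3 and with the stricter filter. The Fig. 3 genes as a list passed camera with ADMA (adjusted p = 0.0299, and 0.0907 with an estimated correlation) but not in serum starvation (adjusted p = 0.151). The call with ADMA was also lost with the stricter filter and without probe sets shared between genes. Like the counts, these list tests use genes chosen on the same arrays and are not independent evidence.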

Meanwhile, the enriched KEGG pathways in serum-starved cells were mainly involved in *cancer-related pathways*, *p53 signaling pathway*, *MAPK signaling pathway*, *focal adhesion*, and *cell cycle,* whereas most of the transcriptional changes were reversed by ADMA treatment (Fig. 3).

### Validation of genes in cell death pathway with qRT-PCR

Since ADMA treatment could attenuate serum starvation-induced cell death, and restore most of the transcriptional changes of serum starvation, we further validated the expression of 84 genes in cell death pathways in ADMA-treated cells after either 48 or 96 hours with qRT-PCR analysis for characterization of the time-dependent transcriptional effects. The analyzed genes are involved in pathways of pro-, and anti-apoptosis, autophagy and necrosis. Among the 84 genes, 25 genes were excluded from the final analysis because of extremely low presence in all samples. In general, 96 h serum starvation resulted in an obvious up-regulation in most of the observed genes, whereas only several genes were significantly changed by 48 h serum starvation (Fig. 4). In pro-apoptosis pathway, eight out of 18 observed genes were dramatically up-regulated by 96 h serum starvation including Baculoviral IAP repeat containing 2 (BIRC2), apoptosis-related cysteine peptidase (CASP7), CASP9, CASP8 and FADD-like apoptosis regulator (CFLAR), cylindromatosis (CYLD), TNF receptor superfamily, member 6 (FAS), growth arrest and DNA-damage-inducible, alpha (GADD45A), and tumor necrosis factor receptor superfamily, member 1A (TNFRSF1A), and all these up-regulated genes were down-regulated by 96 h ADMA treatment (Fig. 4A). On the other hand, 96 h serum starvation also stimulated the expression of several genes in anti-apoptotic pathway, such as BCL2-like 1(BCL2L1), Baculoviral IAP repeat containing 3 (BIRC3), Myeloid cell leukemia sequence 1 (MCL1), Tumor necrosis factor receptor superfamily, member 11b (TNFRSF11B), and X-linked inhibitor of apoptosis (XIAP), in which only BIRC3 and XIAP were down-regulated by ADMA treatment (Fig. 4B). Autophagy is paradoxical in tumor development, which has been reported to have roles in either promoting tumor cell survival or cell death^16^. We observed that most of the observed genes in regulation of autophagy were up-regulated by 96 h serum starvation, and down-regulated by 96 h ADMA treatment (Fig. 4C). Sequestosome 1 (SQSTM1) encodes a multifunctional protein that plays important roles in regulation of signaling pathway of inflammation and autophagy. We observed that SQSTM1 was time-dependently stimulated by serum starvation, and significantly suppressed by ADMA treatment at either 48 or 96 h (Fig. 4C). In addition, several genes in regulation of necrosis process were also greatly up-regulated by 96 h serum starvation such as Bcl2 modifying factor (BMF), polypeptide N-acetylgalactosaminyltransferase 5 (GLANT5), HSPB (heat shock 27kDa) associated protein 1 (HSPBAP1), poly (ADP-ribose) polymerase 2 (PARP2), RAB25, and synaptonemal complex protein 2 (SYCP2) (Fig. 4D). Altogether, our current data of genes in cell death pathways indicated that 96 h serum starvation stimulated the expression of most of the genes involved in regulation of cell apoptosis, autophagy and necrosis process, which could be attenuated by simultaneous treatment of ADMA in LoVo cells.

### The global metabolic influences of serum starvation and ADMA on LoVo cells

To evaluate the global metabolic impacts of serum starvation, we performed unsupervised PCA with the identified 221 metabolites from both GC/TOFMS and LC/TOFMS. The PCA loading plots showed that the samples from both serum-starved and ADMA-treated groups were distinctly separated from control group, while samples between serum-starved and ADMA-treated cells clustered together (Fig. 5A–C), suggesting the serum starvation-induced metabolic changes could not be completely restored by ADMA treatment. To further characterize the metabolic impacts of serum starvation on LoVo cells, as well as the metabolic effects of ADMA on serum-starved cells, we used supervised PLS-DA models to differentiate the groups between control and serum starvation, serum starvation and ADMA treatment. A total of 57 differential metabolites were identified between serum starvation and control cells. About 2/3 of the differential metabolites were up-regulated by serum starvation (Table 2). These differential metabolites were mostly involved in the energy metabolism pathways and nucleic acids metabolism. We observed that many metabolites in glucose metabolism pathways were increased by serum starvation such as glucose, glucose 1(6)-phosphate, myo-inositol phosphate, 3-hydroxybutyric acid, glycerol 3-phosphate, glyceric acid, 3-phosphoglyceric acid, and glucuronic acid, as well as several other monosaccharides including fructose, mannose, galactose, xylose, and arabinose, whereas metabolites in TCA cycle were reduced by serum starvation such as succinic acid, fumaric acid, and malic acid. Serum starvation increased cellular contents of fatty acids such as pentadecanoic acid (15:0), palmitoleic acid (16:1), oleic acid (18:1), eicosenoic acid (20:1) and eicosapentaenoic acid (20:5). Meanwhile, serum starvation also elevated the levels of metabolites in nucleic acids metabolism pathway such as deoxyguanosine, uracil, inosine, adenosine, and guanosine, except for the decreasing of adenine. In addition, serum starvation resulted in the alterations of amino acids and derivatives of amino acids including the increasing of proline, glycine, methionine, lysine, homocysteine and decreasing of asparagine, aspartic acid, aminoadipic acid 5-aminolevulinic acid, 5-oxoproline, 4-hydroxy-proline, glutathione, glutamate, and glutamine. Although ADMA could exert significant impacts on serum-starved cells at transcriptional level, the metabolic effects were minor. Among the 57 serum starvation-induced differential metabolites, only 3 metabolites were conversely regulated by ADMA, which are pyruvic acid, fructose and glucose 1(6)-phosphate. To integrate the metabolic and transcriptional results, we further screened the transcriptional changes of genes that catalyze the identified metabolic pathways from microarray data. 

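Genes of the TCA cycle and pyruvate dehydrogenase fell in serum-starved cells, 18 of 23 with none higher and a median log2 difference of -0.73, or -1.12 with arrays centred on their medians (camera, adjusted p = 1.34e-06). Citrate synthase (CS), which opens the cycle, fell from a mean log2 signal of 13.59 ± 0.04 (SD, n = 3) in control cells to 12.59 ± 0.06 (SD, n = 3) in serum-starved cells (adjusted p = 1.31e-08 from limma), and rose with ADMA by 0.63 (standard error 0.07, adjusted p = 5.22e-06). PDHA1, a subunit of pyruvate dehydrogenase, fell, at a log2 difference of -1.07 (standard error 0.07) and rose by 0.39 (standard error 0.06), a rise that lost its call with arrays centred on their medians, while IDH3A, of isocitrate dehydrogenase, fell, at a log2 difference of -1.08 (standard error 0.07) and had a log2 difference of 0.23 (standard error 0.06) with ADMA that did not reach the fold of 1.2 (it was called with quantile normalization and without SS replicate 3, and with the mean of its probe sets, at 0.62, reached the fold but not the adjusted p). The succinate dehydrogenase subunits SDHA and SDHC fell, at a log2 difference of -0.92 (standard error 0.07) and -0.65 (standard error 0.10). With ADMA, SDHC rose by 0.63 (standard error 0.09) and SDHA had 0.26 (standard error 0.07, adjusted p = 0.00736), again under the fold of 1.2. SDHA was called with array weights, with the replicate number as a block and without ADMA replicate 4. Without SS replicate 1, SS replicate 3 or ADMA replicate 2 it reached the fold but not the adjusted p. SUCLG1, also in this list, had a log2 difference of -1.12 in serum-starved cells, but of 0.17 with the mean of its probe sets. The probe sets of SDHA, SDHC and PFKL are of the kind that can hybridize with related sequences. With ADMA 10 of the 23 genes rose and none fell (adjusted p = 0.00092). Glycolysis genes were lower in 9 of 18 cases and higher in 3 in serum-starved cells (adjusted p = 0.0236, and 0.389 with an estimated correlation; the call was also lost with the stricter filter and with the mean of probe sets), and 7 rose and 3 fell with ADMA (adjusted p = 0.243; the median changes sign with quantile normalization). The phosphofructokinase subunits PFKL and PFKM fell, at a log2 difference of -1.49 (standard error 0.11) and -1.29 (standard error 0.09) and rose with ADMA by 0.64 (standard error 0.10) and 0.62 (standard error 0.08), whereas the enolase ENO2 and the hexokinase HKDC1 rose by 1.60 (standard error 0.10) and 1.96 (standard error 0.09) and fell with ADMA, at a log2 difference of -0.80 (standard error 0.09) and -0.86 (standard error 0.08). In the respiratory chain 41 of 45 genes fell in serum-starved cells and none rose (adjusted p = 7.93e-14, and 0.0862 with an estimated correlation), and 27 rose with ADMA and none fell (adjusted p = 1.52e-09, and 0.156 with an estimated correlation); CYC1, cytochrome c1, fell, at a log2 difference of -1.71 (standard error 0.07) and rose by 0.59 (standard error 0.06). Of 25 enzymes drawn in Fig. 5D, which the authors chose on these arrays, 20 fell and 1 rose in serum starvation (adjusted p = 5.88e-06, and 0.0607 with an estimated correlation), and 11 rose and 2 fell with ADMA (adjusted p = 0.0281, and 0.293 with an estimated correlation), a call that was also lost without SS replicate 2 and with arrays centred on their medians. The counts of all these groups were the same when adjusted over the list alone.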

We found that the majority of genes were down-regulated by serum starvation in glycolysis and TCA cycle, while most of them were at least partially reversed by ADMA treatment. On the contrary, the expression of glutaminase (GLS) gene, which catalyzes the conversion of glutamine to glutamate, was dramatically stimulated by serum starvation, and suppressed by ADMA. The altered main metabolic pathways and changes of the corresponding genes were summarized in Fig. 5D.

## Discussion

ADMA is an endogenous NOS inhibitor which is elevated in cardiovascular disease^17^ and cancers^6^. However, the biological functions of ADMA in tumor cells are unclear. We previously demonstrated that serum starvation triggered the apoptosis on LoVo cells, which was attenuated by ADMA treatment^8^. Smith *et al*. treat the human coronary artery endothelial cells with pathophysiological concentrations of ADMA and observe the global effects on gene expression^18^. They find that the pathophysiological concentrations of ADMA elicit significant changes in gene expression and interestingly some of the changes are independent of L-arginine: NO pathway suggesting that the biological functions of ADMA are more complicated than its typical role as NOS inhibitor. In current report, our results indicated that 96 h serum starvation could induce comprehensive transcriptional and metabolic alterations in LoVo cells, whereas ADMA could effectively restore most of the transcriptional changes, but had minor impacts on cell metabolism.

Serum starvation is a typical way for reducing cell viability and triggering cell apoptosis^8^,^19^. However, the mechanisms underlying serum starvation-induced apoptosis are complicated and vary across different cell lines and under different starvation conditions^20^. In some cell lines such as undifferentiated PC-12 cells^21^, mouse fibroblasts^22^, and embryo cells^23^, a rapid apoptosis could be observed within several hours, whereas apoptosis usually takes place after a few days of serum starvation in HUVEC^24^, differentiated PC-12 cells^21^, as well as LoVo cells^25^. Consistently, we observed a significant increase in apoptosis rate after 96 h serum starvation in LoVo cells^8^. There are few reports in respect to the global gene expression profile upon serum starvation in tumor cells. In our study, we found serum starvation resulted in over 3000 differently expressed genes, in which the top 5 clusters of up- and down-regulated signaling pathways were mainly involved in cell death, nucleic acid metabolism and cell cycle regulation. The following KEGG pathway enrichment analysis identified 11 signaling pathways that were significantly altered by 96 h serum starvation including mainly cell cycle, p53 pathway, nucleic acid metabolism and glutathione metabolism. We observed the obvious up-regulation of apoptosis process by serum starvation, and anti-apoptosis signaling pathway by ADMA, which is consistent with their phenotypic effects on apoptosis^8^.

TP53 (p53 gene) is a tumor suppressor gene and plays important roles in regulation of apoptosis, genomic stability, and cell cycle^26^. In our current report, we found that serum starvation significantly stimulated the expression of p53 gene at 48 h, but not at 96 h compared to control group. Given the observed apoptosis only at 96 h of serum starvation in our study^8^, it is suggested that p53 gene is not necessary for serum starvation-induced apoptosis in LoVo cells, which is consistent with the previous results that serum starvation-induced apoptosis is p53 independent in LoVo cells^25^. Fas (APO-1/CD95) is an important member of TNF receptor superfamily^27^ and plays crucial role in modulating immune function and apoptosis^28^. Our current result indicated that the expression of Fas gene was up-regulated by serum starvation at 96 h and suppressed by ADMA treatment, which was consistent with our previous observation^8^. In primary granulosa cells, both p53 and Fas pathways are significantly stimulated by 2 days serum starvation^29^. Accordingly, the p53 gene may play different roles in apoptosis process induced by serum starvation in different cells. Moreover, given the role of post-translational modification of p53 and the effects of activated p53 on regulation of cell cycling and apoptosis, our current results could not determine whether the anti-apoptosis effect of ADMA was p53-dependent or independent.

Serum starvation-induced apoptosis is usually caspase-dependent^30^. Caspases 3, 6, and 7 are classified as executioner caspases, which cleave the protein substrates within the cell and initiate the apoptotic process. Caspases 2, 8, 9, and 10 are initiator caspases that cleave inactive pro-forms of executioner caspases leading to their activation. It is envisaged that the caspase-dependent apoptotic process is cell line-specific. In rat 423-cells, serum starvation initiates time-dependent apoptosis in 24 h, and the caspases 8 and 3 are cleaved within the early 6 h, whereas caspase 9 remains unaffected^30^. In our study, we observed that the expression of caspases 7 and 9 were up-regulated by serum starvation at 96 h, whereas caspases 2, 3 and 6 were not affected within 96 h serum starvation, suggesting that serum starvation-induced apoptosis is probably associated with activation of caspases 7 and 9. Accordingly, the regulation of caspases in serum starvation-induced apoptosis is a complex process, which can be influenced by cell type and culture system^31^. Growth arrest and DNA-damage-inducible, alpha (GADD45A) is a member of a group of genes that are stimulated upon stresses and DNA-damaging agents. The pro-apoptotic activity of GADD45A protein has positioned it as an essential player in tumorigenesis^32^. GADD45A is up-regulated upon serum starvation in intervertebral disc cells^33^. We observed that serum starvation could time-dependently stimulate the expression of GADD45A in LoVo cells, which was suppressed by ADMA treatment at both 48 and 96 h. It is reported that the expression of GADD45A gene is associated with lymph node metastasis, tumor stage and tumor histological grade in patients with oral squamous cell carcinoma^34^. Given the important role of GADD45A in modulating cell responses to DNA damage and association with tumor prognosis, GADD45A is probably involved in ADMA-mediated signaling pathways in tumor cells.

In addition, we also observed several genes with anti-apoptotic functions were significantly stimulated by 96 h serum starvation, and most of them were down-regulated by ADMA such as baculoviral IAP repeat containing 2 (BIRC2), BIRC3, myeloid cell leukemia 1 (MCL1), TNFRSF11B and X-linked inhibitor of apoptosis, E3 ubiquitin protein ligase (XIAP). Therefore, these changes of genes in either pro-apoptotic or anti-apoptotic pathways highlighted that long term serum starvation not only gave rise to apoptosis, but also initiated the anti-apoptosis responses in LoVo cells to survive the microenvironment of nutrients deprivation.

The long term nutrients deprivation could produce multi-facets impacts on tumor cells including the nutrients deprivation-induced apoptosis, and adaptive changes for survival such as autophagy^35^. In current study, we found that 9 out of 16 autophagy-related genes were significantly stimulated by 96 h serum starvation, and most of them were down-regulated by simultaneous ADMA treatment. Sequestosome 1(SQSTM1) gene encodes a multifunctional protein, which serves as a scaffolding hub in various cellular signaling pathways such as NF-κB activation and caspase activation^36^. SQSTM1 plays important roles in various diseases such as obesity, tumors, and bone metabolism^37^,^38^, and is rapidly degraded at the early stage of amino acids and serum starvation-induced autophagy^39^, but restored during prolonged starvation in mouse embryonic fibroblasts and HepG2 cells^35^. In our current study, we observed that the expression of SQSTM1 gene was time-dependently up-regulated by 48 and 96 h serum starvation, but suppressed by ADMA simultaneously in LoVo cells. It is hypothesized that the restoration of SQSTM1 in nutrients starvation is associated with the availability of autophagy-derived amino acids^35^. Meanwhile, several other autophagy-related genes were also up-regulated by 96 h serum starvation and inhibited by ADMA treatment such as amyloid beta (A4) precursor protein (APP), autophagy related 5 (ATG5), ATG12, cathepsin B (CTSB), cathepsin S(CTSS), and mitogen-activated protein kinase 8 (MAPK8). Since tumor cells can survive in serum starvation or metabolic stress by triggering autophagy^40^, it was suggested that a simultaneous autophagy process might be initiated by serum starvation, in addition to the apoptosis process in LoVo cells, and ADMA treatment could reverse the transcriptional changes of genes in autophagy, but further investigation is needed to examine whether the autophagy was presence in serum-starved cells and inhibited by ADMA treatment.

Serum starvation is a potent cellular stress which can induce comprehensive impacts on cell metabolism. However, to the best of our knowledge, there are few reports on the global metabolic impacts of serum starvation on tumor cells so far. In current study, we observed serum starvation induced comprehensive metabolic impacts on LoVo cells, leading to over 50 differential metabolites that are mainly involved cell energy metabolism pathways such as glucose metabolism, TCA cycle, fatty acids metabolism, amino acids metabolism, and nucleic acid metabolism. Over half of the metabolites were up-regulated in serum starved-cells, especially metabolites involved in glucose, fatty acid and nucleic acids metabolism, whereas some metabolites in TCA cycle and amino acids were greatly down-regulated. It is well-established that serum starvation is an effective initiator for apoptosis in cells^30^, which is directly associated with the mitochondrial damage and glutathione oxidation^41^. In LoVo cells, we found that the cellular content of glutathione was completely depleted by serum starvation, as well as over five folds increase of homocysteine. Homocysteine is an inducer of oxidative stress and cellular apoptosis, which plays important role in cardiovascular diseases and cancers^42^,^43^,^44^. The up-regulation of cellular homocysteine and depletion of glutathione indicated that the serum starvation-induced mitochondrial damage, as well as apoptosis.

In tumor cells, both glucose and glutamine are important nutrients for tumor cell proliferation through aerobic glycolysis and glutaminolysis^45^. The deprivation of glucose and glutamine for several hours will lead to the reduction of cell numbers in HeLa cells^46^. In current study, we found that serum starvation resulted in dramatic depletion of glutamine and glutamate, but significant accumulation in glucose and metabolites in glycolysis process such as glycerol-3-phosphate, glyceric acid, 3-phosphoglyceric acid, and glucose 1(6)-phosphate, as well as the reduction of metabolites in TCA cycle such as succinic acid, fumaric acid, and malic acid. Since TCA cycle happens inside mitochondria, the reduction of intermediates of TCA cycle is probably due to serum starvation-induced mitochondrial damage and oxidative stress. The metabolic impacts of serum starvation are primarily on cellular energy metabolism by modulating the alteration of energy regulating proteins (e.g p-AMPK, p-mTOR, p-ACC)^20^. These metabolic changes were consistent with the transcriptional expression of most genes that are responsible for encoding the catalyzing enzymes in the energy metabolism pathways. As a result, our current observation suggested that LoVo cells may undergo a metabolic shift from glucose- to glutamine-derived energy supply during the period of 96 h serum starvation. Meanwhile, an obvious increase of 3-hydroxybutyric acid was observed in serum-starved cells, which is one of the end-products of aerobic glycolysis and belongs to ketone bodies. Study indicates that administration of 3-hydroxybutyric acid increases tumor growth and stimulates the migration of epithelial cancer cells^47^. Although the role of up-regulated 3-hydroxybutyric acid is not clear, we speculated that the overproduction of 3-hydroxybutyric acid might be a secondary response to increase tumor cell survival upon energy deficiency during serum starvation.

### Summary

Our current study indicated that serum starvation could induce comprehensive alterations both at transcriptional and metabolic levels. The serum starvation-related transcriptional alterations are mainly involved in regulation on cell death, apoptosis, autophagy, cell cycle, DNA replication and p53 signaling pathways, whereas the altered metabolic pathways included TCA cycle, glucose and amino acids metabolism, as well as nucleic acids metabolism. ADMA treatment could restore most of the transcriptional changes induced by serum starvation, but has minor impacts on metabolic changes. It is envisaged that the metabolic changes were likely to be a consequence of serum starvation, but not either promoted or inhibited apoptosis because ADMA could suppressed the serum starvation-induced apoptosis and transcriptional alterations without impacts on cell metabolism. Although we could not draw a conclusion on the mechanisms through which ADMA prevented apoptosis in current report, our results suggested that the anti-apoptosis effect of ADMA was associated with transcriptional modulation on effector caspases, and FAS genes, but independent of cell metabolism. Further studies are warranted for determining the exact roles of these identified genes in modulating the anti-apoptosis effect of ADMA in LoVo cells.

## Additional Information

**How to cite this article**: Zheng, N. *et al*. Effects of ADMA on gene expression and metabolism in serum-starved LoVo cells. *Sci. Rep.* **6**, 25892; doi: 10.1038/srep25892 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table 1

Supplementary Table 2

## Figures and Tables

**Figure 1:**
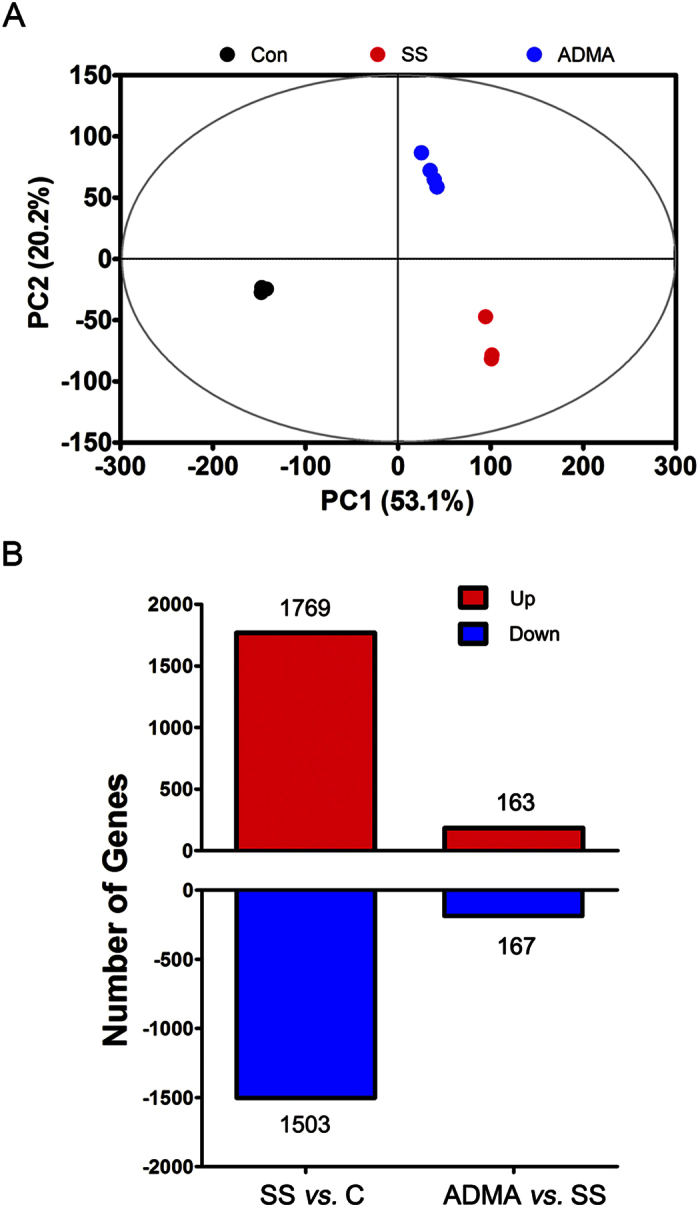
Effects of serum starvation and ADMA treatment on the transcriptome of LoVo cells. (**A**) The PCA score plot of transcriptomic profiles of three groups. (**B**) The numbers of differentially expressed genes by serum starvation *vs.* control, and ADMA *vs.* serum starvation. C: control group; SS: 96 h serum starvation group; ADMA: 10 μM ADMA for 96 h in serum starvation medium.

**Figure 2:**
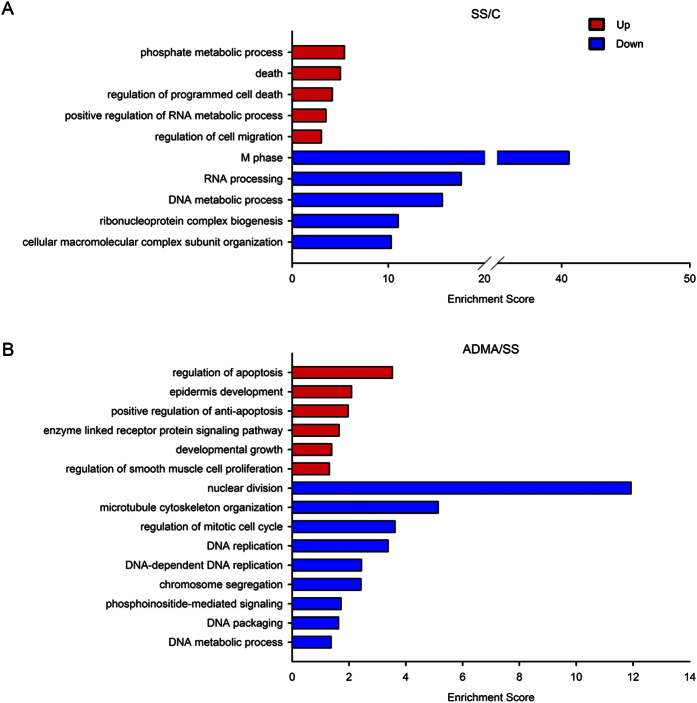
Enriched GO terms by serum starvation and/or ADMA treatment for 96 h in LoVo cells. (**A**) The top 5 enriched GO terms in up- or down-regulated genes by serum starvation treatment. (**B**) The all enriched GO terms in up- and down-regulated genes by ADMA treatment compared to serum starvation treatment. C: control group; SS: 96 h serum starvation group; ADMA: 10 μM ADMA for 96 h in serum starvation medium.

**Figure 3:**
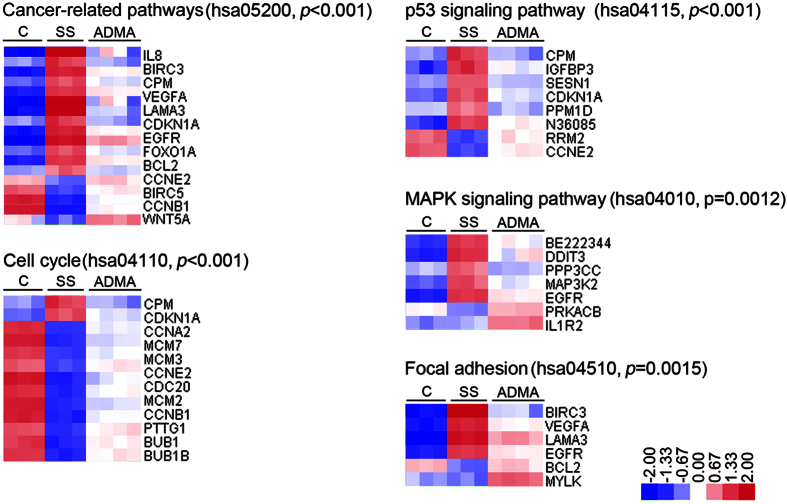
Enriched KEGG pathways and regulated genes by serum starvation and/or ADMA treatment for 96 h in LoVo cells. Log2 ratios were color coded as indicated. C: control group; SS: 96 h serum starvation group; ADMA: 10 μM ADMA for 96 h in serum starvation medium.

**Figure 4:**
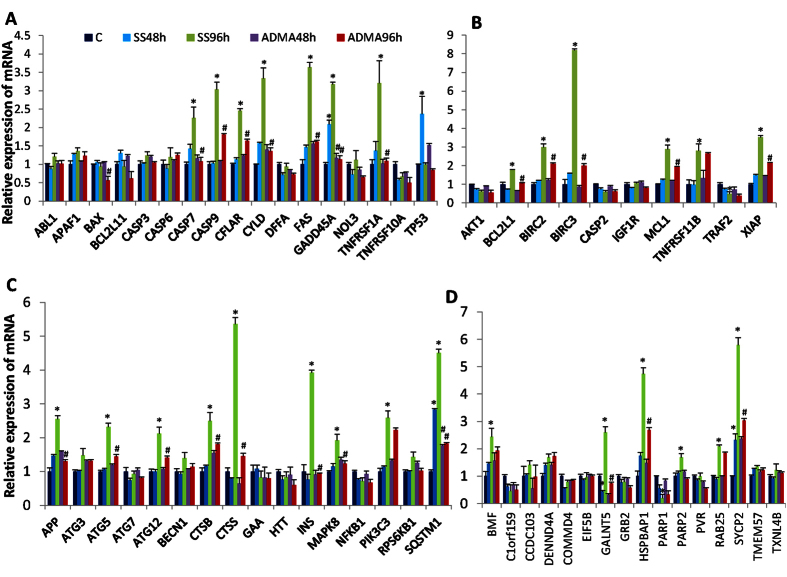
The expression analysis of genes involved in cell death pathways by using RT^2^ Profiler Array. (**A**) Genes in pro-apoptosis pathway; (**B**) Genes in anti-apoptosis pathway; (**C**) Genes in autophagy pathway; (**D**) Genes in necrosis pathway; Data are means ± S.E.M. of triplicates at least for each group. *indicates P < 0.05 compared to control group, ^#^P < 0.05 compared to the corresponding serum starvation group with Student’s *t* test.

**Figure 5:**
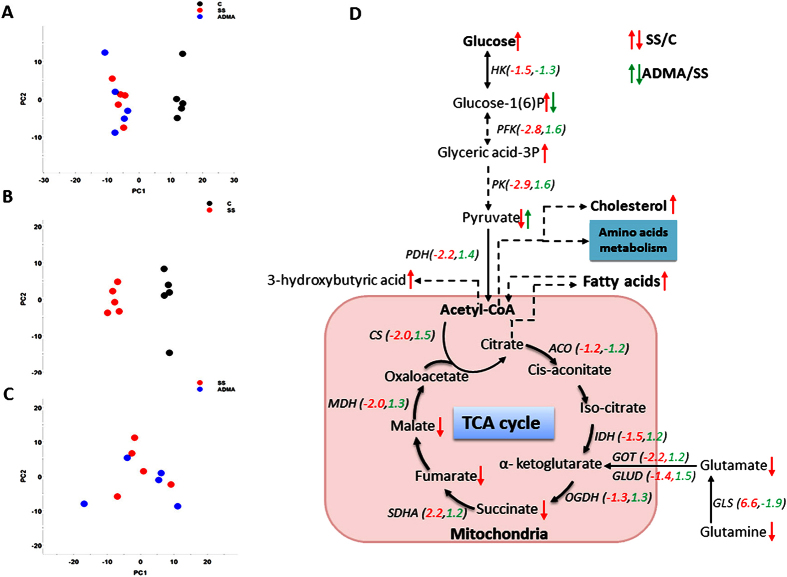
Metabolic profiling of LoVo cells treated with or without 10 μM ADMA for 96 h in serum- starved medium. (**A–C**) The PCA score plots for all three groups, C vs SS, and SS vs ADMA, respectively. (**D**) Summary of main differential metabolites and transcriptional changes of corresponding genes altered by serum starvation and ADMA in glucose metabolism and TCA cycle. The dashed arrows in metabolic processes represent reactions with multiple steps. The red and green Arabic numerals represent the transcriptional fold change of the genes of SS/C, as well as ADMA/SS, respectively. C: control group; SS: 96 h serum starvation group; ADMA: 10 μM ADMA for 96 h in serum starvation medium. HK: hexokinase; PFK: phosphofructokinase; PK: pyruvate kinase; PDH: pyruvate dehydrogenase; ACO: aconitase; IDH: isocitrate dehydrogenase; OGDH: α-ketoglutarate dehydrogenase; SDHA: succinate dehydrogenase; MDH: malate dehydrogenase; CS: citrate synthase; GOT: glutamate oxaloacetate transaminase; GLUD: glutamate dehydrogenase; GLS: glutaminase.

**Table 1:** The enriched KEGG pathways with serum starvation-regulated genes.

**Pathway**	**KEGG ID**	**P value**
Cell cycle	hsa04110	<0.001
DNA replication	hsa03030	<0.001
Pyrimidine metabolism	hsa00240	<0.001
p53 signaling pathway	hsa04115	<0.001
Spliceosome	hsa03040	<0.001
Base excision repair	hsa03410	<0.001
Nucleotide excision repair	hsa03420	<0.001
Mismatch repair	hsa03430	<0.001
Glutathione metabolism	hsa00480	0.0012
Purine metabolism	hsa00230	0.0015
RNA degradation	hsa03018	0.031

**Table 2:** The differential metabolites among groups.

**Metabolites**	**RT_min**	**Mean** **±** **SD**			**Fold Change**		**P value**	
		**C**	**SS**	**ADMA**	**SS/C**	**ADMA/C**	**SS vs C**	**ADMA vs SS**
Hypotaurine^LC^	3.07	2.060 ± 0.340	1.174 ± 0.157	1.205 ± 0.240	0.570	0.585	0.001	0.815
2,3-Diaminopropionic acid^LC^	3.40	0.921 ± 0.055	0.684 ± 0.073	0.740 ± 0.083	0.742	0.803	0.000	0.290
Aminoadipic acid^LC^	3.54	2.209 ± 0.275	1.159 ± 0.161	1.084 ± 0.133	0.525	0.491	0.000	0.443
5-Aminolevulinic acid^LC^	3.63	0.409 ± 0.125	0.174 ± 0.020	0.169 ± 0.015	0.425	0.412	0.003	0.648
Asparagine^LC^	3.67	0.990 ± 0.196	0.476 ± 0.060	0.447 ± 0.079	0.481	0.451	0.001	0.524
N-Acetyl-D-glucosamine^LC^	3.75	0.092 ± 0.006	0.141 ± 0.013	0.148 ± 0.011	1.532	1.613	0.000	0.360
Glutathione^LC^	3.97	17.440 ± 2.498	0.281 ± 0.039	0.229 ± 0.131	0.016	0.013	0.000	0.416
Deoxyguanosine^LC^	4.03	0.756 ± 0.077	1.079 ± 0.253	0.985 ± 0.200	1.427	1.302	0.026	0.531
Pyruvic acid^GC^	5.37	0.175 ± 0.054	0.091 ± 0.026	0.152 ± 0.041	0.520	0.868	0.014	0.022
3-Hydroxybutyric acid^GC^	6.93	0.024 ± 0.007	0.044 ± 0.010	0.040 ± 0.010	1.827	1.661	0.007	0.548
Urea^GC^	8.00	0.009 ± 0.001	0.017 ± 0.002	0.017 ± 0.001	1.835	1.924	0.000	0.406
Ethanolamine^GC^	8.48	0.043 ± 0.010	0.171 ± 0.018	0.189 ± 0.025	4.002	4.418	0.000	0.235
Proline^GC^	8.92	1.285 ± 0.439	2.946 ± 0.368	2.691 ± 0.545	2.292	2.094	0.000	0.413
Glycine^GC^	9.05	1.426 ± 0.389	3.025 ± 0.581	2.765 ± 0.385	2.121	1.939	0.001	0.429
Succinic acid^GC^	9.06	0.041 ± 0.010	0.027 ± 0.003	0.026 ± 0.003	0.655	0.630	0.014	0.595
Glyceric acid^GC^	9.39	0.026 ± 0.010	0.062 ± 0.005	0.072 ± 0.004	2.426	2.820	0.000	0.006
Uracil^GC^	9.46	0.060 ± 0.006	0.111 ± 0.022	0.129 ± 0.042	1.837	2.151	0.001	0.403
Fumaric acid^GC^	9.50	0.124 ± 0.026	0.025 ± 0.004	0.025 ± 0.005	0.202	0.199	0.000	0.927
Aminomalonic acid^GC^	11.22	0.011 ± 0.007	0.025 ± 0.008	0.023 ± 0.009	2.291	2.095	0.015	0.692
Nicotinamide^GC^	11.23	0.053 ± 0.064	0.164 ± 0.034	0.184 ± 0.045	3.084	3.459	0.009	0.451
Malic acid^GC^	11.44	0.448 ± 0.090	0.071 ± 0.019	0.062 ± 0.007	0.159	0.139	0.000	0.362
Methionine^GC^	11.80	0.089 ± 0.024	0.123 ± 0.011	0.122 ± 0.015	1.390	1.370	0.018	0.846
Aspartic acid^GC^	11.82	1.754 ± 0.454	0.649 ± 0.108	0.616 ± 0.110	0.370	0.351	0.001	0.644
5-oxoproline^GC^	11.86	4.664 ± 2.358	1.091 ± 0.107	0.831 ± 0.472	0.234	0.178	0.010	0.264
4-hydroxy-proline^GC^	11.91	0.052 ± 0.020	0.004 ± 0.001	0.004 ± 0.001	0.075	0.069	0.001	0.620
Threonic acid^GC^	12.20	0.024 ± 0.009	0.006 ± 0.001	0.006 ± 0.000	0.244	0.265	0.002	0.271
2-Hydroxyglutaric acid^GC^	12.47	0.008 ± 0.002	0.004 ± 0.001	0.003 ± 0.000	0.485	0.444	0.004	0.358
Glutamate^GC^	12.99	1.828 ± 0.522	0.193 ± 0.031	0.187 ± 0.033	0.106	0.102	0.000	0.749
Homocysteine^GC^	13.51	0.002 ± 0.000	0.009 ± 0.001	0.008 ± 0.002	5.833	5.234	0.000	0.380
Xylose^GC^	13.81	0.075 ± 0.019	0.208 ± 0.030	0.234 ± 0.019	2.765	3.121	0.000	0.127
Arabinose^GC^	14.15	0.002 ± 0.001	0.005 ± 0.002	0.005 ± 0.001	1.990	2.076	0.014	0.815
Glycerol 3-phosphate^GC^	14.68	0.033 ± 0.006	0.069 ± 0.008	0.069 ± 0.008	2.096	2.096	0.000	0.998
Glutamine^GC^	14.72	0.867 ± 0.147	0.052 ± 0.018	0.044 ± 0.017	0.060	0.051	0.000	0.470
3-Phosphoglyceric acid^GC^	15.17	0.006 ± 0.002	0.034 ± 0.012	0.026 ± 0.007	5.861	4.459	0.001	0.223
Myristic acid^GC^	15.37	0.012 ± 0.002	0.008 ± 0.001	0.009 ± 0.001	0.664	0.709	0.001	0.461
Adenine^GC^	15.71	0.031 ± 0.008	0.016 ± 0.002	0.016 ± 0.003	0.510	0.505	0.004	0.912
Fructose^GC^	15.94	0.018 ± 0.003	0.014 ± 0.001	0.018 ± 0.002	0.756	0.999	0.012	0.001
Mannose^GC^	16.08	0.001 ± 0.000	0.011 ± 0.001	0.011 ± 0.002	7.663	7.346	0.000	0.619
Glucose^GC^	16.21	0.016 ± 0.003	0.048 ± 0.006	0.049 ± 0.012	3.017	3.118	0.000	0.793
Lysine^GC^	16.27	0.135 ± 0.032	0.236 ± 0.026	0.238 ± 0.037	1.756	1.766	0.001	0.945
Pentadecanoic acid^GC^	16.37	0.022 ± 0.002	0.060 ± 0.010	0.067 ± 0.016	2.765	3.103	0.000	0.395
Galactose^GC^	16.40	0.002 ± 0.001	0.008 ± 0.001	0.008 ± 0.002	3.365	3.416	0.000	0.909
Glucuronic acid^GC^	16.63	0.004 ± 0.001	0.013 ± 0.001	0.013 ± 0.002	3.570	3.619	0.000	0.883
Pantothenic acid^GC^	17.03	0.042 ± 0.011	0.011 ± 0.002	0.012 ± 0.001	0.261	0.275	0.000	0.575
Palmitoleic acid^GC^	17.20	0.048 ± 0.008	0.108 ± 0.024	0.125 ± 0.036	2.244	2.608	0.001	0.392
Ribose^GC^	19.10	0.082 ± 0.024	0.033 ± 0.014	0.025 ± 0.016	0.401	0.301	0.004	0.404
Oleic acid^GC^	19.44	0.059 ± 0.008	0.141 ± 0.021	0.159 ± 0.037	2.401	2.708	0.000	0.376
Glucose 1(6)-phosphate^GC^	20.99	0.003 ± 0.001	0.020 ± 0.003	0.012 ± 0.001	7.816	4.661	0.000	0.001
Eicosenoic acid^GC^	21.36	0.004 ± 0.001	0.007 ± 0.001	0.008 ± 0.002	1.833	2.148	0.000	0.166
Orotidine^GC^	21.45	0.007 ± 0.002	0.026 ± 0.011	0.031 ± 0.007	3.986	4.733	0.004	0.420
Myo-Inositol, phosphate^GC^	21.71	0.013 ± 0.002	0.026 ± 0.002	0.031 ± 0.004	1.903	2.335	0.000	0.030
5,8,11,14,17-Eicosapentaenoic acid^GC^	22.41	0.020 ± 0.001	0.027 ± 0.005	0.027 ± 0.005	1.311	1.316	0.017	0.971
Glycerol 1-hexadecanoate^GC^	22.49	0.060 ± 0.004	0.001 ± 0.000	0.001 ± 0.000	0.023	0.021	0.000	0.441
Inosine^GC^	22.52	0.043 ± 0.013	0.197 ± 0.016	0.191 ± 0.018	4.642	4.487	0.000	0.553
Adenosine^GC^	22.91	0.020 ± 0.005	0.048 ± 0.014	0.044 ± 0.017	2.420	2.198	0.003	0.664
Guanosine^GC^	23.87	0.044 ± 0.017	0.098 ± 0.010	0.098 ± 0.026	2.244	2.238	0.000	0.984
Cholesterol^GC^	27.66	2.287 ± 0.295	5.476 ± 0.736	5.715 ± 1.608	2.394	2.499	0.000	0.769

Note: C, SS, and ADMA represent control, 96 h serum starvation and 10 μM ADMA treatment in serum-starved LoVo cells for 96 h, respectively. ^GC^ and ^LC^ means the data are acquired with GC/TOFMS and LC/TOFMS, respectively.

# Supplementary material for: Effects of ADMA on gene expression and metabolism in serum-starved LoVo cells
**Source:** Sci Rep. 2016 May 16;6:25892. doi: 10.1038/srep25892

Title page of supplementary information

## **Effects of ADMA on gene expression and metabolism in serum-starved**

### **LoVo cells**

Ningning Zheng, Ke Wang, Jiaojiao He, Yunping Qiu, Guoxiang Xie,

Mingming Su, Wei Jia, Houkai Li

**Table S1.** The complete enriched GO terms of regulated genes by serum starvation.

**Table S2.** The ADMA regulated genes at 96 h compared to serum-starved cells

**Figure S1.** Cluster of differentially expressed genes by ADMA compared to serum starvation using the unsupervised hierarchical clustering method. C represents control group; SS represents 96h serum starvation group; 10 $\mu$ M ADMA for 96h in serum starvation medium.

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

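Gene expression of LoVo cells was measured on 10 Affymetrix HG-U133 Plus 2.0 arrays, 3 of control cells, 3 of serum-starved cells and 4 of serum-starved cells treated with ADMA, which the sample labels call biological replicates. The authors made the deposited values with MAS 5.0: 1 intensity per probe set on a linear scale, scaled so that every array has the same 2% trimmed mean of about 500.1. The paper's own filter on probe sets, by what it calls a 'perfect value', is not used here. Of 54675 probe sets, 62 are controls, 41091 carry 1 gene symbol in the platform annotation, 1801 carry several and 11721 carry none; a gene was named from probe sets with 1 symbol alone. Log2 ratios of group means from the deposited values differ from those of the paper's Table S2 by at most 0.00498.

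The log2 of each intensity was taken here with no pseudocount. The plan written before the data were examined named the values as deposited as the main choice, and asked for quantile normalization if the medians showed that the table had not been scaled. The trimmed means are equal and the medians are not, at 60.6 to 98.1, so the plan left both readings open. The values as deposited were kept, and this was settled when the counts with quantile normalization had been seen, so both counts are printed: 3738 and 3372 genes higher and lower in serum starvation as deposited against 3364 and 3533, 1935 and 1704 with ADMA against serum starvation against 1870 and 1730, and 3284 and 2859 with ADMA against control against 2869 and 3050. The 12344 genes tested are those whose best probe set has a mean of at least the 50th percentile of all probe sets, 76.2. Means were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend) in 1 model over all 10 arrays, with Benjamini-Hochberg adjustment, an adjusted p under 0.01 and a fold of at least 1.2, the thresholds of the paper's SAM analysis. Genes in lists written before the data were examined were tested with camera over the 48 of 52 lists with at least 5 tested genes, and with fry, by which 47 lists moved on balance one way in serum starvation and 40 with ADMA. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

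Named genes were chosen by a rule written before the data were examined: genes that the study names or draws from the arrays, the 8 largest rises and 8 largest falls in each comparison among genes whose groups do not overlap, and in each list the 3 called members with the largest change, or its brightest member where none was called. CEACAM1, CYC1, MT2A, SC5D and SDHC fall under the rule in 1 comparison and their value in the other was added after it was seen, and SLC30A1 was named for the test of the metallothioneins. Values of the genes in Table S2 and in the figures had been seen in the paper beforehand. The share of genes that ADMA moved between control and serum-starved cells was set against 100 simulations of unchanged groups that share the serum-starved arrays, from the values as deposited and, chosen after the data were seen, from arrays centred on their medians. As deposited, it was also set against 1000 shuffles of the ADMA differences across the called genes. Principal components were taken from centred log2 values, and distances between centroids were tested by exact permutation of the arrays. The highest correlation between 2 arrays of a group was 0.987 and no 2 arrays held identical values.

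The steps were tested on simulated data with the real spread of 12344 genes. For serum starvation limma recovered 49.2, 74.4 and 96.7% of seeded log2 changes of 0.5, 1 and 2, with 3 false calls, and for ADMA 59.3, 85.5 and 97.2%, with 2; none of 20 unchanged lists passed camera. Alternatives were quantile normalization, centring on the median, other filters, limma without the trend or with array weights, SAM written out in R, the arrays of 2 groups alone, other thresholds, probe sets in place of genes, the mean of a gene's probe sets, no probe sets shared between genes, a pseudocount of 16, the replicate number as a block and each array left out in turn, and, added after the data were seen, signals under the background level taken at that level. The real-time PCR and metabolite data of the paper are not analysed here, nor are genes, some of them named in the paper, that the annotation table used here pairs with no probe set.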

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

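The tests of SLC30A1 against each fall of the metallothioneins alone were chosen after the result was seen; the other tests were chosen before. Of 131 values tested for an array far from the other 3 ADMA arrays, 6 stood out, about what 1 in 20 by chance would give or fewer. They are log2 signals of 11.70 for CAPN8, 8.93 for ST6GALNAC1 and 11.86 for KRT20 in ADMA replicate 3, 8.19 for ORC1 and 11.40 for FAS in ADMA replicate 1, and 11.57 for CCNB1 in ADMA replicate 2.

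Other gene lists, not given with the paper's results above, also moved. In serum-starved cells the median log2 difference from control cells was 1.30 for NF-kB targets (16 of 23 higher, 0 lower; NFKBIZ 3.04), 0.79 for ATF4 targets (20 of 26 higher, 2 lower; the cystine transporter SLC7A11 2.66), 1.01 for YAP and TEAD targets (12 of 13 higher; tissue factor F3 2.77; adjusted p = 0.0587 with an estimated correlation) and 0.68 for quiescence and FOXO targets (14 of 23 higher, 2 lower; BCL6 2.02; adjusted p = 0.0693 with an estimated correlation). With arrays centred on their medians these were 0.91, 0.40, 0.62 and 0.29. With ADMA each of these medians lay below that of serum-starved cells: -0.71 for NF-kB targets (13 lower, 1 higher), -0.29 for ATF4 targets (12 lower), -0.40 for YAP and TEAD targets (6 lower; adjusted p = 0.067 with an estimated correlation) and -0.37 for quiescence and FOXO targets (12 lower, 1 higher; adjusted p = 0.0563 with an estimated correlation). In serum starvation interferon-stimulated genes had 0.75, or 0.36 with arrays centred on their medians (17 of 26 higher, 3 lower; IRF9 2.21; adjusted p = 0.11 with an estimated correlation), replication-dependent histones 1.71 (all 5 tested were higher; H2AC6 2.65; adjusted p = 0.0876 with an estimated correlation) and genes that handle arginine, nitric oxide and ADMA -0.60, or -0.99 so centred (16 of 26 lower, 4 higher; the arginine transporter SLC7A2 -1.63; adjusted p = 0.152 with an estimated correlation). With ADMA fatty acid synthesis genes had 0.24, or 0.12 with arrays centred on their medians (2 of 9 higher; ELOVL6 1.08; adjusted p = 0.119 with an estimated correlation), a call that was also lost with quantile normalization and with the mean of probe sets. Adjusted over the list alone, 14 NF-kB, 13 ATF4 and 7 YAP and TEAD targets and 13 enterocyte and colonocyte genes were lower or, for the last, higher with ADMA, and the other counts given here were the same.

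Enterocyte and colonocyte genes were higher with ADMA than in serum-starved cells, with a median log2 difference of 0.39 (12 of 21 higher, none lower; adjusted p = 0.0563 with an estimated correlation), after 0.44 in serum starvation, or 0.05 with arrays centred on their medians (11 higher, 4 lower; adjusted p = 0.242 with an estimated correlation, the call being lost also with no filter, the mean of probe sets and no probe sets shared between genes). FABP1 (4.12), KRT20 (2.50) and GPA33 (1.80) led the rise. With any 1 ADMA array left out, at least 12 members were called higher, which argues against a single array. The brighter top end of the ADMA arrays stays open for the median of the list: after quantile normalization it was 0.19, at percentile 96.9 of 10000 random lists matched on signal and below 0.20, the upper end of the central 95% of those lists. The treatment is the biological explanation that the design gives, and it cannot be separated from that shift by this list.

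Metallothioneins were lower in serum-starved than in control cells (median log2 difference -2.02, 7 of 7 lower; adjusted p = 0.165 with an estimated correlation) and lower again with ADMA (-0.80, 6 lower; adjusted p = 0.219 with an estimated correlation), MT1F at -2.54 and -0.81 and MT2A at -1.17 and -0.88. Less zinc reaching the cells would lower the zinc exporter SLC30A1 too; it rose in serum starvation by 1.46, which argues against this as the cause of the first fall and so of both falls together. With ADMA SLC30A1 fell, at a log2 difference of -0.75, a call lost with the mean of its probe sets (-0.21), so that for the second fall alone this remains open. The probe sets of this family are close in sequence and their deviations from the group means had a mean pairwise correlation of 0.788 (0.574 to 0.940 over the pairs), which lies between the levels set beforehand for separate signals and for 1 shared signal, so these cannot be told apart. Serum starvation and ADMA themselves are the biological explanations and stay untested.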

How the results depend on the processing

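The bound against the array background, and the fit with signals below that background taken at it, were chosen after the data were seen; the other settings were chosen before. Of 3350 values of named genes under other settings, 3313 kept direction and side of the threshold, 22 lost the call, 12 gained it and 3 changed sign; of 1096 camera results, at the preset correlation, of the 55 list results past camera, 1079 kept direction and call and 17 lost the call. With signals below background taken at it, all 162 values of named genes kept direction and side of the threshold. The sign changes were 0.17 for SUCLG1 in serum starvation with the mean of probe sets (main value -1.12), 0.094 for SRSF1 in serum starvation with the mean of probe sets (main value -1.61), -0.017 for CEACAM1 with ADMA against serum starvation with arrays centred on their medians (main value 0.10). With arrays centred on their medians, 2013 genes were higher and 5184 lower in serum starvation, 901 higher with ADMA against serum starvation, and 1209 higher and 6101 lower with ADMA against control; 48.1% of ADMA genes lay between, 25.5% of starvation genes moved back and 18.4% was undone, the median log2 difference of all tested genes being -0.32, -0.09 and -0.44 in the 3 comparisons. SAM gave 2032 lower in serum starvation, 981 higher and 920 lower with ADMA, 1541 lower with ADMA against control, and 29% moved back. A fold of at least 2 gave 1611 and 1205, 231 and 157, and 1133 and 543 genes in the 3 comparisons, 64.7% between and 10.2% moved back, and probe sets in place of genes 8273 and 6117, 3415 and 2783, and 7781 and 5085, with 64.8% between, 32.6% moved back and 27.8% undone. An adjusted p under 0.05 with no fold gave 64% between and 49.2% moved back. The share moved back was 37.5% with no filter, 44.3% with the stricter one, 35.6% without the trend and 32.7% with the mean of probe sets, which also gave 942 genes lower with ADMA. The first component carried 31.7% with no filter, 78.3% with the stricter one, 64.7% with the mean of probe sets, 53% at unit variance and 32.3% over all probe sets. With an estimated correlation 9 and 7 of the 29 and 26 lists passed, so most lost the call. Leaving out 1 array gave 3427 to 3728 and 3097 to 3375 genes in serum starvation, 1560 to 1912 and 1289 to 1707 with ADMA, 3091 to 3259 and 2598 to 2888 with ADMA against control, 65.4 to 67.5% between, 33.8 to 40.8% moved back, 30.6 to 33.8% undone and 64.3 to 70.8% on the first component. Centring lowers every difference in a comparison by 1 amount, and a higher fold can only remove genes. For the shares, and for all other settings, the cause was not tested. The medians used for centring were 60.6 to 98.1, beside background levels of 35.0 to 70.2 on the arrays. That setting is thus anchored on dim probe sets. The replicate numbers are not known to pair the arrays: over 9 same-numbered pairs the deviations from group means correlated at -0.07 to 0.10, with 1 over 0.1, and 3 of 10 arrays correlated best with their own number. With the replicate number as a block, 7059, 3083 and 5942 genes were called against 7110, 3639 and 6143, of which 6949, 3009 and 5767 were shared, and 34.4% moved back. Of the named genes SDHA gained and LUM lost its call with ADMA. ADMA replicate 4 shares its number with no other array, and the block gave CS, SDHA and OGDH the folds found without that array (1.49, 1.23 and 1.28). Without it 1673 genes were higher and 1445 lower with ADMA than in serum starvation, against 1644 and 1439 with the block. The fewer calls with ADMA thus cannot be credited to the block itself.

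Of 35 splits of the arrays, only the real one reached the 3639 genes called with ADMA against serum starvation (highest other 1). The same held for the 6143 genes against control (highest other 0). A share of 1 of 35 is the smallest that these splits allow. It is under 0.05 and argues against chance for the gene counts, but does not exclude it. For the number of lists past camera with ADMA the splits cannot decide: 2 of 35 splits reached 26, the highest other also being 26. In both comparisons the other splits mix the groups unequally and keep part of the real difference. Their counts of genes and of lists are thus not those of unchanged groups, and chance is neither excluded nor favoured for the lists. For serum starvation the 10 splits are too few for a share under 0.05; the real split alone (1 of 10) reached 7110 genes (highest other 0) and 29 lists (highest other 27). Signal over background limits the large changes: between 50.8 and 66.0% of probe sets on an array were above the Bacillus control level, and PPBP, SPRR1B, TNNC1 and LINC00261, under it on every array of a group, have only bounds. CLDN11, TRPA1 and APLP1 lay under it on 2 of 3, 1 of 3 and 2 of 4 arrays of their dim group.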

Differences from the paper's values

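The paper reports 1769 genes higher and 1503 lower in serum-starved than in control cells. The counts here are 3738 and 3372, at the paper's stated false discovery rate and fold. They were obtained with limma in place of SAM and a signal filter in place of the paper's own filter. These choices are not put forward as the whole cause of the difference. Of the alternatives set before the data were examined, the paper's 1769 is within 1.5 times with SAM (2551), a fold of at least 2 (1611) and arrays centred on their medians (2013), and its 1503 with SAM (2032) and a fold of at least 2 (1205); all other settings differ. For ADMA against serum starvation the paper reports 163 higher and 167 lower, against 1935 and 1704 genes here. The 163 and 167 match the positive and negative ratios among the 330 probe sets of Table S2. They thus count probe sets, while the counts here are of genes with 1 probe set each. Probe sets in place of genes gave 3415 and 2783 here. A fold of at least 2 (231 and 157 genes) is the only setting tried within 1.5 times of either, though the units differ. SAM at the stated fold of 1.2 gave 981 and 920 genes, so SAM alone did not close the gap. The smallest ratio in the paper's Table S2 is a log2 of 1. That list thus holds no change under a fold of 2, although the stated cutoff is 1.2.

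In Fig. 5D, read by eye, SDHA is drawn with a fold of about 2.2 in serum-starved over control cells; here its only probe set in use was lower, by a fold of -1.89 in the same signed notation, and no alternative that gave a value raised it. The folds drawn for CS and OGDH in both comparisons and for SDHA with ADMA are within the error of those here. OGDH itself was not called (log2 differences of -0.38 and 0.36, adjusted p = 0.0301 and 0.039), but was with arrays centred on their medians or without SS replicate 3 for serum starvation, and without SS replicate 3 or ADMA replicate 2 for ADMA. The first principal component carries about 53% in Fig. 1A, read by eye, and 67.4% here, or 53% with values scaled to unit variance.

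The paper describes most changes of serum starvation as restored by ADMA. Here 2826 of the 7110 genes changed in serum starvation (39.7%) were called in the opposite direction with ADMA, 49.2% at an adjusted p under 0.05 with no fold, 29% with SAM, 25.5% with arrays centred on their medians and 10.2% at a fold of at least 2. By the means alone, ADMA lay beyond the serum-starved level for 1306 of these genes (18.4%) and past the control level for 395 (5.56%). For the others it lay between those levels. This tally counts any shift, however small, and both comparisons use the serum-starved arrays. Of the 28 tested genes of Fig. 3, 26 turned around, as the paper shows, but the authors chose these genes on the same arrays, so this is not independent evidence.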

Other observations

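Genes of cholesterol synthesis rose in serum-starved cells, 17 of 20 higher and 1 lower, and with ADMA 5 rose and 3 fell (camera, adjusted p = 7.34e-06 in serum starvation, and 0.102 with an estimated correlation; 0.839 with ADMA, where the median changes sign with quantile normalization and with centring). The decarboxylase MVD rose by 2.69 (standard error 0.10) and SC5D, a desaturase of the last steps, by 2.06 (standard error 0.05); with ADMA they fell, at a log2 difference of -0.60 (standard error 0.10) and -0.47 (standard error 0.05), the second call being lost with the mean of its probe sets. The squamous and epidermis list rose in serum starvation, with 10 of 12 higher and none lower (median log2 difference 2.69, camera, adjusted p = 3.49e-05). Fatty acid oxidation genes were lower in 15 of 21 cases and higher in 2 in serum starvation (adjusted p = 0.00194, and 0.077 with an estimated correlation), and with ADMA 8 rose and none fell (adjusted p = 0.000385, and 0.0643 with an estimated correlation); ACSM3, a medium-chain acyl-CoA synthetase, rose with ADMA by 1.83 (standard error 0.21), being under the background level on 1 of the 3 serum-starved arrays. Hypoxia-induced genes had 9 of 18 lower and 1 higher with ADMA (adjusted p = 0.00276, and 0.38 with an estimated correlation), NDRG1 at -0.93 (standard error 0.11). The arginine transporters SLC7A2 and SLC7A7 rose with ADMA by 1.20 (standard error 0.17) and 0.74 (standard error 0.06), within a list of which 10 rose and 3 fell, 4 when adjusted over the list alone (adjusted p = 0.0871). Lists lower in serum starvation also had members that rose with ADMA: 20 of 45 for ribosome biogenesis with 1 that fell, 26 of 56 for the spliceosome with 4 that fell, 12 of 16 for purine and 8 of 14 for pyrimidine synthesis with none that fell, and 8 of 28 for glutathione metabolism with 2 that fell, 9 rising when adjusted over the list alone. All 5 passed camera (adjusted p = 0.000184, 2.53e-05, 2.15e-05, 7.58e-05 and 0.0106), and none did with an estimated correlation (adjusted p = 0.0643, 0.141, 0.177, 0.0657 and 0.295).

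The paper measured cell death genes by real-time PCR in other samples (Fig. 4); their values on these arrays are as follows. Of the genes of the pro-apoptosis panel 5 of 14 were higher and 3 lower in serum starvation, of the anti-apoptosis panel 5 and 1 of 7, of the autophagy panel 5 and 3 of 15, and of the necrosis panel 3 and 4 of 14. With ADMA the higher and lower counts were 3 and 3, 2 and 3, 2 and 4, and 4 and 2. These counts were the same when adjusted over the list alone. No panel passed camera in either comparison (adjusted p = 0.509, 0.105, 0.429 and 0.714 in serum starvation, 0.303, 0.638, 0.362 and 0.787 with ADMA). Of a wider list of 34 autophagy genes, 16 were higher and 6 lower in serum starvation (camera, adjusted p = 0.0771; the median changes sign with arrays centred on their medians), and 2 were higher and 12 lower with ADMA (adjusted p = 0.00777, and 0.0745 with an estimated correlation); adjusted over the list alone, 7 were lower in serum starvation. WIPI1, which binds phosphoinositides in autophagosome formation, fell with ADMA, at a log2 difference of -1.26 (standard error 0.08). The autophagy receptor SQSTM1 rose in serum starvation by 1.43 (standard error 0.06) and fell with ADMA, at a log2 difference of -0.84 (standard error 0.06); FAS rose by 0.75 (standard error 0.08) and fell, at a log2 difference of -0.71 (standard error 0.07); XIAP, an inhibitor of caspases, rose by 1.11 (standard error 0.10) and fell, at a log2 difference of -0.59 (standard error 0.09), the fall being lost with the mean of its probe sets; the deubiquitinase CYLD rose by 1.38 (standard error 0.21) and had -0.65 (standard error 0.20, adjusted p = 0.0159) with ADMA, which passed with arrays centred on their medians and without ADMA replicate 1. TNFRSF1A, which the paper reports as raised by starvation and lowered by ADMA in the PCR data, had -0.13 (standard error 0.12, adjusted p = 0.369) in serum starvation, called lower with arrays centred on their medians, and rose with ADMA by 0.74 (standard error 0.11, adjusted p = 0.000118) on the arrays.

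A hypothesis from these data, with its test chosen before the result was seen, is that ADMA returned mitosis genes further towards control cells than DNA replication genes. The median percent of the starvation change undone was 49.3 over 60 mitosis genes and 29.5 over 43 replication genes that changed in serum starvation. A compressed signal scale or a different size of the starvation change might give such a gap; with control signal and starvation change as covariates the difference was 23.6 percentage points (95% interval 15.2 to 32.1), which argues against both. The interval takes genes as independent, which they are not, and the serum-starved arrays enter both lists. Whether a different share of dividing cells or a different timing lies behind it was not tested.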
